# In situ tissue profile of rat trigeminal nerve in trigeminal neuralgia using spatial transcriptome sequencing

**DOI:** 10.1097/JS9.0000000000001110

**Published:** 2024-01-25

**Authors:** Wenbin Wei, Yuemin Liu, Yifen Shen, Tao Yang, Yabing Dong, Zixiang Han, Yiwen Wang, Zhiyang Liu, Ying Chai, Mengjie Zhang, Hanshao Wang, Hao Shen, Yihang Shen, Minjie Chen

**Keywords:** myelin sheath, spatial transcriptomics sequencing, trigeminal ganglion, trigeminal neuralgia

## Abstract

**Background:**

Trigeminal neuralgia (TN) is the most common neuropathic disorder in the maxillofacial region. The etiology and pathogenesis of TN have not been clearly determined to date, although there are many hypotheses.

**Objective:**

The goal of this study was to investigate the interactions between different types of cells in TN, particularly the impact and intrinsic mechanism of demyelination on the trigeminal ganglion, and to identify new important target genes and regulatory pathways in TN.

**Methods:**

TN rat models were prepared by trigeminal root compression, and trigeminal nerve tissues were isolated for spatial transcriptome sequencing. The gene expression matrix was reduced dimensionally by PCA and presented by UMAP. Gene function annotation was analyzed by Metascape. The progression of certain clusters and the developmental pseudotime were analyzed using the Monocle package. Modules of the gene coexpression network between different groups were analyzed based on weighted gene coexpression network analysis and assigned AddModuleScore values. The intercellular communication of genes in these networks via ligand–receptor interactions was analyzed using CellPhoneDB analysis.

**Results:**

The results suggested that the trigeminal ganglion could affect Schwann cell demyelination and remyelination responses through many ligand–receptor interactions, while the effect of Schwann cells on the trigeminal ganglion was much weaker. Additionally, ferroptosis may be involved in the demyelination of Schwann cells.

**Conclusions:**

This study provides spatial transcriptomics sequencing data on TN, reveals new markers, and redefines the relationship between the ganglion and myelin sheath, providing a theoretical basis and supporting data for future mechanistic research and drug development.

## Introduction

Highlights

- Definition of cell type-specific clusters in trigeminal nerve of rat trigeminal neuralgia (TN) model.
- Dynamic changes of gene expression in ganglion before and after TN occurrence.
- Demyelination and remyelination of Schwann cells in TN.
- Intercellular communication between myelin and trigeminal ganglion.

Trigeminal neuralgia (TN) is a common nerve disease characterized by episodic facial pain, affecting 182 out of every 100 000 people, and it often occurs in middle-aged and elderly individuals^1,2^. The internal medicine treatment of TN requires the long-term use of analgesics to control or alleviate pain, most commonly carbamazepine and oxcarbazepine. The mechanism primarily involves blocking voltage-gated sodium ion channels to stabilize hyperexcited neural membranes and inhibit competitive discharge^3^. Additionally, it can be used in combination with other medications, such as lamotrigine, baclofen, pregabalin, and gabapentin, but they are not effective in treating persistent pain and may have significant side effects, such as liver damage, bone marrow suppression, rash, drowsiness, gastrointestinal reactions, and ataxia^4^. For some patients, surgical treatment is needed because long-term medication use results in poor pain relief or toxic side effects. Currently, there are two types of surgery, classified by surgical site^5,6^: intracranial and extracranial. However, surgery is suitable only for specific types of TN, is not universally effective, and involves a high degree of difficulty, unstable therapeutic effects, and potential complications that may cause more serious nerve damage and sensory loss than the TN itself.

The 1-year overall recurrence rate for medication and surgical treatments can be as high as 10–50%. As the population ages, the incidence of TN is increasing annually. Moreover, effective etiological therapy is lacking in clinical practice^7,8^. Therefore, in-depth exploration and clarification of the pathogenesis of TN, as well as the search for important regulatory pathways and key target sites, have great clinical value and far-reaching application prospects.

Despite decades of research, no theory can fully explain the clinical symptoms of TN. The most accepted theory is peripheral nerve damage with demyelination, which causes short circuiting between adjacent axons and consequent pain^9^. This damage can be caused by vascular compression, bony compression, or abnormal discharge. Similar to peripheral nerve lesions, central nervous system lesions, including damage to dopaminergic neurons in the black substance of the striatum, increased excitability of the trigeminal sensory nucleus and reticular structure in the brainstem, and lesions in the trigeminal spinal nucleus, can also cause TN. Immune and inflammatory responses mediated by macrophages, mast cells, and vascular endothelial cells within the nerves can also cause neuropathic pain of the trigeminal nerve^10^. Neuropeptides associated with pain, such as substance P^11^ and calcitonin gene-related peptide (CGRP)^12^, can also cause pain by weakening the activity of monoamine neurotransmitters and endogenous opioid systems. Finally, abnormalities in sodium and calcium ion channel function can increase cell membrane excitability, raise action potential firing frequency, and generate pain signals^13^.

In TN, numerous cell–cell communications among trigeminal nerve cells, trigeminal nerve and immune cells^14,15^, stromal fibroblasts^16^, myelin Schwann cells^17^, endothelial progenitors^18^, etc., and the consequent molecular signaling participate in orchestrating the sensitization of nociceptive pathways, with alterations in ion channels, activation of immune cells, glial-derived mediators, and epigenetic regulation^19^. However, this complicated intercellular connection has never been systematically studied.

To investigate the interactions between different types of cells in the TN, particularly the impact and intrinsic mechanism of demyelination on the trigeminal ganglion, and to discover new important target genes and regulatory pathways in the TN, spatial transcriptomics sequencing was performed on a rat model to determine the expression profiles of different states and tissues in the TN, focusing on the RNA and functional enrichment involved in changes in the trigeminal ganglion, myelin sheath tissue, and nerve roots. The analysis also identified changes in transcripts throughout the disease development process, elucidated relationships involved in multigene coexpression, and derived cell–cell interactions. For the first time, this study provides spatial transcriptomic sequencing data on TN, reveals a set of new markers, and redefines the relationship between myelin sheaths and ganglion, providing a theoretical basis and data support for future mechanistic research and drug development.

## Methods

### Animal study

Five adult male Sprague–Dawley rats (Shanghai Jiao Tong Laboratory Animal Center) weighing 200–220 g were randomly allocated into two cohorts: one group was subjected to chronic compression of the trigeminal nerve root (*n*=10), while the other performed sham operation without compression was served as healthy controls (HCs) (*n*=10). The TN model was established using a previously described approach^20,21^. Five days after the establishment of the TN model, measurements of the mechanical withdrawal threshold testing and face grooming were obtained using previously described methods^18,20,22–24^.

For mechanical withdrawal threshold testing, animals were placed in a testing enclosure and allowed to move their heads freely. They were acclimated for 30 min before a series of von Frey filaments (Cat. No. 514009, Shanghai Yuyan Instruments Co., Ltd.) were applied to their vibrissa pad. A positive response was considered when the animal withdrew its head upon stimulation, which was tested five times. A positive result required at least three positive responses. The minimum force needed to elicit a response was defined as the withdrawal threshold. Target force was measured by grams.

Facial grooming episodes, including ipsilateral, contralateral, or bilateral grooming, were recorded via a video camera, and the video recording was initiated after the rats adapted to the test cage for 20 min. An independent observer, blinded to the treatment status of the rats, analyzed the face grooming behavior. The total time of asymmetrical face grooming episodes was noted for unilateral strokes with the dominant paw during each of the 10 min observation sessions. The work was reported in accordance with the Animals in Research: Reporting of In Vivo Experiments (ARRIVE) guidelines^25^ (Supplemental Digital Content 1, http://links.lww.com/JS9/B759).

After behavioral tests stabilized, the rats were sacrificed, and trigeminal nerve tissues were sampled for consequent experiments.

### Spatial transcriptomic sequencing

Freshly isolated trigeminal nerve tissues (HC, *n*=2; TN, *n*=3) without fixation were embedded in OCT, rapidly cooled in liquid nitrogen, and then cryosectioned to a thickness of 10 μm using a CryoStar NX70 cryostat (Thermo Fisher Scientific, Waltham) at -20°C. The tissue sections were layered onto a Visium Spatial Tissue Optimization Slide containing oligonucleotides for mRNA capture (10× Genomics) as previously described^26^. Each capture area includes 5000 spatially barcoded oligonucleotides with a diameter of 55 μm and a center-to-center distance of 100 μm, covering 6.5 mm by 6.5 mm. A Master Mix, consisting of reverse transcription reagents and fluorescently labeled nucleotides, was added to the tissue sections to facilitate fluorescently labeled cDNA synthesis. Following enzymatic removal of the tissue, fluorescent cDNA covalently linked to the oligonucleotides on the slide was left behind. The visualization of fluorescent cDNA was verified under fluorescence imaging conditions using the Visium Imaging Test Slide, during which the optimal permeabilization time for maximum fluorescence signal and minimal signal diffusion was determined by comparing H&E and fluorescence images. The libraries were sequenced with paired-end 150 bp sequencing using the NovaSeq 6000 platform.

The Space Ranger platform was utilized to identify the tissue capture areas on the slide and differentiate reads for each spot based on spatial barcode information. The sample quality was assessed using STAR, which assessed the total number of spots, number of read pairs in each spot, number of detected genes, and unique molecular identifier counts. Data normalization was performed using Sctransform, which constructed a regularized negative binomial model of gene expression and identified high variance characteristics. Uniform Manifold Approximation and Projection (UMAP) was utilized for dimension reduction, while K-means was used to cluster the same type of spots together. Seurat was employed to identify genes with spatial expression tendencies via unsupervised clustering methods or based on prior knowledge. Cell types were identified utilizing the SPOTlight deconvolution algorithm for non-negative matrix factorization. Differentially expressed genes (DEGs) were identified using the MAST difference test, with adjusted *P*-values <0.001. Gene Ontology (GO) analysis was performed using ‘Metascape’ to elucidate the functions and associated signaling pathways of the DEGs.

### Immunofluorescence (IF) assay

As previously described^21^, frozen trigeminal nerve sections (20 μm) were cut by a cryostat (Thermo Fisher Scientific), placed into mounting solution (1× PBS 18.4 ml, BSA 0.2 g, 10% Triton X-100 800 μl, goat serum 800 μl) for 30 min, and then blocked with 5% horse serum in PBS for 1 h at 4°C. Primary antibody diluent (0.3% Triton X-100 75 μl, 1× PBS 24.75 ml, goat serum 250 μl) and secondary antibody diluent (0.3% Triton X-100 250 μl, 1x PBS 25 ml) were freshly prepared. Sections were incubated with primary antibodies against SEMA5A (1:300, Cat. No. PA5-30884, Thermo Fisher Scientific) and PLXNB3 (1:500, Cat. No. PA5-48065, Thermo Fisher Scientific) at 4°C overnight. The next day, the sections were rinsed three times with 1× PBS for 10 min each time. All subsequent operations were carried out in the dark. The sections were placed in a new 200 μl tube and incubated with secondary antibodies (Alexa Fluor 488-conjugated goat anti-rabbit, 1:5000, Cat. No. Ab150081, Abcam; Alexa Fluor 647-conjugated donkey anti-Sheep, 1:5000, Cat. No. Ab150179, Abcam) at room temperature for 1 h. After washing with 1× PBS six times, the sections were placed on an adhesive glass slide and placed in a light-proof humidifier to dry to avoid peeling off during the subsequent process. The sections were covered with DAPI (20 μl) for 20 min for nuclear staining. Then, the DAPI was removed, and the water around the tissue was absorbed. Next, antifluorescence quenching mounting tablets (10–20 μl/sheet) were added to each tissue, and the slides were mounted with a cover glass. The images were captured by a DM2000 fluorescence microscope (Leica Biosystems).

## Results

### Definition of cell type-specific clusters in the trigeminal nerve of the rat TN model

The TN rat model was established and validated successfully by mechanical withdrawal threshold testing and face-grooming frequency behavior (Figure S1, Supplemental Digital Content 2, http://links.lww.com/JS9/B760). However, due to sample limitations, accurately capturing the entire trigeminal nerve in the designated area (6.5 mm×6.5 mm) of the Visium Spatial Gene Expression Slide posed a challenge. Thus, the trigeminal root, semilunar ganglion, and proximal branches from the diseased side of three individuals (TN, TN1, 2, 3) were isolated and squeezed into the first three capture areas. 

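RNA of this tissue was captured on Visium areas 6.5 mm wide, at spots 55 μm in diameter and 100 μm apart, from sections 10 μm thick. The authors deposited the number of unique molecular identifiers (UMIs) that Space Ranger counted for each gene in each spot, without normalization, as a matrix of 32623 genes and 6773 spots. TN1, TN2 and TN3 held tissue of 1 animal each. The HC area held tissue of 2 animals, which the deposited barcodes do not tell apart, so HC was taken as 1 sample. By the series description these 2 are among the 3 TN animals, so that TN and HC may be sides of the same animals. For a comparison between TN and HC, the UMIs of a region were summed over its spots in each area. The 3 TN sums were tested against the HC sum with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. Spots were not taken as replicates. HC gives no spread of its own, so the test assumes that it varies like the TN areas, and the condition cannot be told apart from the capture area. Levels in a comparison between regions are UMIs scaled to a common total per region and area (CPM), and levels in a comparison between TN and HC are CPM with TMM normalization.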

Meanwhile, the healthy side from two individuals was placed in the final capture area for HCs. 

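The spots were clustered again by K-means into 10 clusters, after SCTransform and principal component analysis. Each rebuilt cluster was named after the list of marker genes with the highest score in it, and clusters with the same name were joined into a region. Clusters 1 and 6 formed the ganglion region, from sensory neuron genes such as Calca, Tac1, Prph, Avil and Scn10a. Cluster 1 held 206, 42, 134 and 945 spots of TN1, TN2, TN3 and HC, and cluster 6 held 106, 373, 266 and 2. None (0) of the 10 leading genes of cluster 6 was on the sensory neuron list, and 4 were on a list of nerve injury genes. The spots of TN and HC in the ganglion region therefore lay largely in different clusters. Clusters 4 and 8 formed the central myelin region, from Mobp, Mog, Opalin, Olig1, Olig2, Ermn, Hapln2 and Aspa. A cluster was left unnamed when the scores of its leading lists lay within 0.25 of each other, a margin set after the scores had been seen. This held for cluster 3 alone, which had 0% of the spots of TN1, 26.1% of TN2, 26.3% of TN3 and 0% of HC.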

After H&E staining (Fig. 1A), ten distinct global transcriptome clusters were identified (Fig. 1B, C), indicating good specimen quality and sequencing. The count of spots, pair reads in each spot, genes detected, mitochondrial gene ratio, and unique molecular identifiers all further confirmed the quality of the specimen and sequencing (Figure S2A-D, Supplemental Digital Content 3, http://links.lww.com/JS9/B761).

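TN1 had 23546025 UMIs, TN2 38769935, TN3 32239597 and HC 41335930. The median number of UMIs per spot was 9487 in TN1, 30808 in TN2, 14480 in TN3 and 14616 in HC. The median number of genes per spot was 2895 in TN1, 5799 in TN2, 3920 in TN3 and 3799 in HC. Mitochondrial genes took 11.6% of the UMIs of TN1, 7.81% of TN2, 7.50% of TN3 and 5.90% of HC. The 10 most abundant genes took between 10.5% of the UMIs in HC and 14.0% in TN1. Of the 6773 spots, 86 had fewer than 500 genes or 1000 UMIs, and 67 of these were in TN3. These spots were kept.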

**Figure 1:**
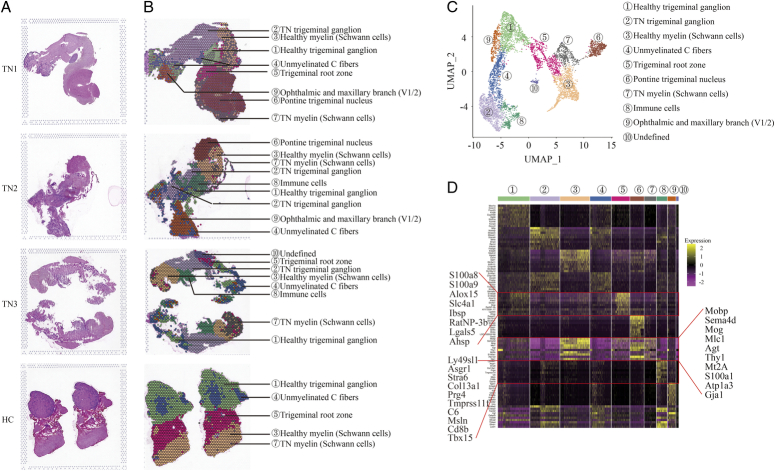
Characterization of cell clusters in rat trigeminal nerve tissues by spatial transcriptomics sequencing. (A, B) H&E staining (A) and feature plot (B) *in situ* showing the gene expression profiles of different parts of trigeminal nerve tissue of TN and HC. (C) UMAP classifying 10 clusters based on the transcriptomes of overall gene expression relationships among the 6773 spots with an average of 17 187 genes. (D) Heatmap showing the top 10 highly expressed genes in each cluster identified. Different cell clusters are color-coded. HC, healthy control; TN, trigeminal neuralgia.

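The spots had 4037 ± 1811 genes with a UMI on average (SD over spots). Over all spots together, 19895 genes had a UMI in at least 1 spot. The number was 17716 in TN1, 18118 in TN2, 17641 in TN3 and 17844 in HC.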

After analysis of both the pathological morphology and the highly expressed genes in each cluster (Fig. 1D, Figure S3, Supplemental Digital Content 4, http://links.lww.com/JS9/B762, Table S1, Supplemental Digital Content 5, http://links.lww.com/JS9/B763), a specific cell population was preliminarily assigned to each cluster. 

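A region named after Gad1, Gad2, Slc32a1, Slc6a5 and Kcnc1, genes of neurons of the brain stem, held spots of TN1 and TN2. To keep cluster sizes free of the genes that separate the conditions, shares of spots are taken from clusters made without the 183 genes that lay on one side of HC by 2-fold or more in all 3 TN areas. In these, the central neuron region held 25.2% of the spots of TN1 (95% exact binomial confidence interval 23.1% to 27.4%) and 10.1% of TN2 (8.499% to 11.9%). It held 0 of the 1917 spots of TN3, which allows a share of up to 0.156%, and 0 of the 2013 spots of HC, which allows up to 0.149%. These intervals cover counting error only.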

Cluster 6 (brown), which is dispersed in TN1 and TN2, corresponds to the pontine nucleus of the trigeminal nerve. Cluster 3 (bisque) and Cluster 7 (gray) merged together and extended outward along the nucleus pons. Moreover, both Cluster 3 and Cluster 7 showed robust expression of *Mobp*, *Sema4d*, *Mog*, *Mlc1*, *Agt*, *Thy1*, *Mt2A*, *S100a1*, *Atp1a3*, and *Gja1*, which are associated with the myelin sheath (Table S1, Supplemental Digital Content 5, http://links.lww.com/JS9/B763). 

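Of these 10 genes, 8 were highest in the central myelin or the astrocyte region and none (0) in the peripheral myelin region. Agt was at similar levels in the first 2, with 542 and 550 CPM. Thy1 was at 179 ± 149 CPM in the ganglion region (SD, n = 4 areas) and 173 ± 127 CPM in the central neuron region (n = 2), which does not rank them. The astrocyte region had the highest score for Aqp4, Mlc1, Gja1, Agt, Gfap, Aldh1l1 and Slc1a2, and only TN2 and TN3 had 20 or more of its spots. Mobp was at 895 ± 60.9 CPM in the central myelin region of TN (SD, n = 3 areas) and 841 CPM in that of HC. In the peripheral myelin region, named after Schwann cell genes such as Prx, Egr2 and Drp2, Mobp was at 40.4 ± 27.5 CPM (SD, n = 3 areas, HC included). Mog was at 645 ± 61.9 CPM in the central myelin region (SD, n = 4 areas) and 20.2 ± 8.80 CPM in the peripheral myelin region (SD, n = 3). Mlc1 was at 1004 ± 105 CPM in the astrocyte region (SD, n = 2), 473 ± 97.1 CPM in the central myelin region (SD, n = 4) and 31.7 ± 13.0 CPM in the peripheral myelin region (SD, n = 3). Each of these differences between regions was larger than the spread between areas. Mobp, Mog, Mlc1, Agt and Gja1 are also on the lists that name these regions.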

Notably, gray spots of Cluster 7 were exceedingly rare in HC but abundant in TN1, TN2, and TN3. Therefore, Cluster 3 and Cluster 7 are defined as myelin sheath cells with normal and TN status, respectively.

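The central myelin region held 24.0% of the spots of TN1 (95% interval 21.9% to 26.2%), 13.9% of TN2 (12.1% to 16.0%), 14.2% of TN3 (12.7% to 15.8%) and 23.3% of HC (21.5% to 25.2%). These shares depend on the clustering. With log-normalised counts the region held 19.9% of TN1, 4.86% of TN2, 3.76% of TN3 and 22.4% of HC. With 8 clusters, which left it as a single cluster, it held 16.3%, 6.85%, 10.3% and 21.5%. In the clusters made without the genes that separate the conditions, the region was made of 2 clusters. In TN1, TN2, TN3 and HC, 1 of them held 310, 127, 212 and 139 spots, and the other held 71, 48, 60 and 330 spots. The astrocyte region held 0.189% of the spots of TN1 (0.0390% to 0.551%), 5.81% of TN2 (4.58% to 7.25%), 7.98% of TN3 (6.81% to 9.29%) and 0.0497% of HC (0.00126% to 0.277%). With integrated capture areas it held 3.655% of TN1, 5.89% of TN2, 8.40% of TN3 and 6.66% of HC, so that its near absence in HC and TN1 depends on the clustering. From the shared genes of Clusters 3 and 7 and the rarity of Cluster 7 in HC, the paper concludes that these are myelin sheath cells in a normal and a TN status.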

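A region named after the hemoglobin genes Hba-a3 and Hbb, Alas2, Ahsp, Slc4a1, S100a8, S100a9, Bglap and Ibsp, called the blood and bone region, held 26.6% of the spots of HC (95% interval 24.7% to 28.6%). It held 4.73% of TN1 (3.74% to 5.89%), 1.51% of TN2 (0.913% to 2.35%) and 8.29% of TN3 (7.10% to 9.62%).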

Next, spots of Cluster 5 (magenta) enriched in TN1 and HC were thought to represent the trigeminal root zone. The rare occurrence of Cluster 5 in TN2 and TN3 was probably because it was surrounded and covered by myelin. In Cluster 5, transcripts of *S100a8*, *S100a9*, *Alox15*, *Slc4a1*, *Ibsp*, *RatNP-3b*, *Lgals5* and *Ahsp* were particularly abundant compared to all other clusters (Fig. 1D, Figure S3, Supplemental Digital Content 4, http://links.lww.com/JS9/B762, Table S1, Supplemental Digital Content 5, http://links.lww.com/JS9/B763). 

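All 8 of these genes were highest in the blood and bone region, which had 20 or more spots in TN1, TN3 and HC. S100a8 was at 239 ± 230.2 CPM there (SD, n = 3 areas), against 23.2 ± 15.2 CPM in the peripheral myelin region, and Alox15 was at 137 ± 40.6 CPM (n = 3), against 20.3 ± 7.23 CPM. S100a8 was at 499.9 CPM there in HC and 109 ± 63.0 CPM in the 2 TN areas. Ahsp, a gene of red blood cells, was at 106 ± 32.4 CPM (SD, n = 3) and Ibsp, a gene of bone, at 33.4 ± 39.4 CPM (SD, n = 3). For Ibsp the spread between areas exceeded the mean, with 78.6 CPM in HC and 10.8 ± 6.19 CPM in TN (SD, n = 2). The same held for RatNP-3b, with 116.3 CPM in HC and 8.53 ± 2.51 CPM in TN (SD, n = 2). In TN both overlapped other regions. Ibsp was at 10.1 ± 12.5 CPM in the central myelin region (SD, n = 3), and RatNP-3b at 5.22 ± 6.05 CPM in the unnamed cluster 3 (SD, n = 2). S100a8, S100a9, Slc4a1, Ahsp and Ibsp are on the list that names the region.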

The *S100A* gene family is a prognostic and therapeutic biomarker of immune cell infiltration and the inflammatory state^27,28^ and participates in calcium signal propagation^29^. *Alox15* acts as an inflammatory suppressor^30^ and regulates cell ferroptosis against ROS and membrane potential^31^. Hence, mRNAs associated with inflammation and action potential appeared to be enriched in the naked trigeminal root.

Anatomically, the trigeminal ganglion closely follows behind the root. Deep staining by hematoxylin was observed in Clusters 1 and 2 compared to other regions, representing the abundant nuclei gathering (Fig. 1A). However, Cluster 2 (orchid) mainly existed in TN1, TN2, and TN3 and was nearly all replaced by Cluster 1 (spring green) in HC, indicating that Clusters 1 and 2 corresponded to the healthy and TN semilateral ganglia, respectively. 

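The ganglion region held 20.0% of the spots of TN1 (95% interval 18.0% to 22.0%), 33.1% of TN2 (30.5% to 35.8%), 22.9% of TN3 (21.0% to 24.9%) and 47.8% of HC (45.6% to 50.0%). It was again made of 2 clusters when the genes separating the conditions were left out. In TN1, TN2, TN3 and HC, the first held 221, 49, 111 and 838 spots, and the other held 96, 367, 328 and 125. Thus HC had spots in both. The size of the excess in HC depends on the clustering. With integrated capture areas the region held 14.4% of TN1, 20.7% of TN2, 12.7% of TN3 and 22.2% of HC, and with log-normalised counts 12.4%, 4.70%, 6.16% and 34.8%. From the replacement of Cluster 2 by Cluster 1 in HC, the paper concludes that these clusters are the TN and the healthy ganglion.

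**Figure D1:**
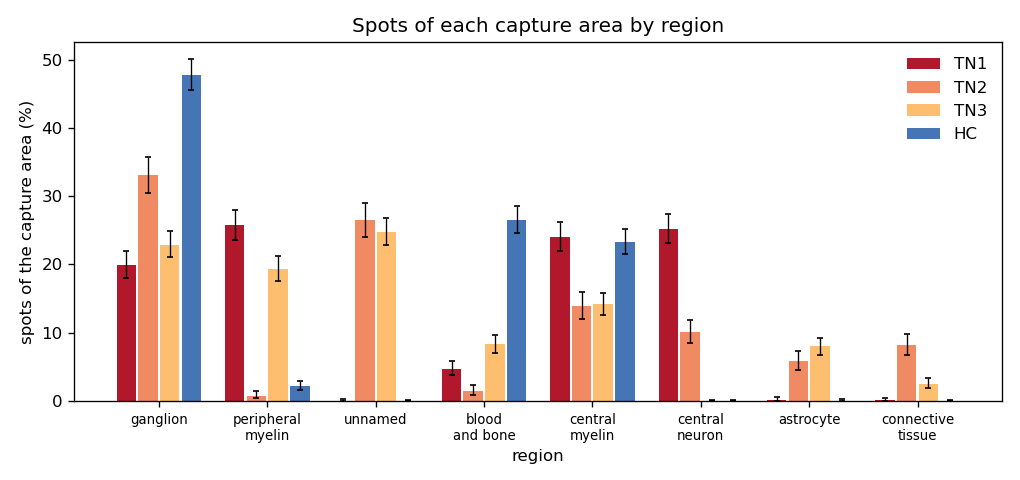
Share of the spots of each capture area (%) in each region, from clusters made without the genes that lay on one side of HC in all 3 TN areas; bars are single capture areas and lines are 95% exact binomial confidence intervals. HC has the highest share in the ganglion region (47.8%) and in the blood and bone region (26.6%), and the central neuron region has spots of TN1 and TN2 only.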

Cluster 9 (chocolate), which occurred primarily in TN1 and TN2, was highly overlapped with ophthalmic and maxillary branches (V1, V2), in which the sensory nerve fibers of the trigeminal nerve mainly pass through. 

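The region named after Schwann cell myelin genes held 25.8% of the spots of TN1 (95% interval 23.6% to 28.0%), 0.796% of TN2 (0.382% to 1.46%), 19.4% of TN3 (17.6% to 21.2%) and 2.24% of HC (1.64% to 2.98%). These shares depend on the clustering, with 19.98% of TN2 and 0.844% of HC for 12 clusters and 14.2% of TN2 and 9.49% of HC for integrated capture areas. In the clusters made with all variable genes TN2 had 9 spots in this region, under the minimum of 20 set for a test, so the peripheral myelin region was not tested between TN and HC with these clusters.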

Interestingly, the spots of Cluster 4 (blue) were present in all cases and were widely distributed in the regions outward from the ganglion. On the other hand, a superposition of gene patterns was observed in which all highly expressed genes in Cluster 4 were also present in Cluster 1 or 2. However, it was difficult to define an intermediate state between normal and TN because Cluster 4 also appeared in HC. Therefore, it was tentatively identified as the unmyelinated C fibers.

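Fn1 was at 1711 ± 718 CPM in the connective tissue region (SD, n = 2 areas, TN2 and TN3), against 383 ± 9.76 CPM in the next highest region, the unnamed cluster 3 (SD, n = 2). Lyz2 was at 2485 ± 901 CPM there against 1472 ± 148 CPM, and Igfbp7 at 3455 ± 972 CPM against 1602 ± 197 CPM. Col13a1, Prg4, Ifitm1, Ifitm2, Emp1, C6 and Bgn were also highest in this region, so that all 10 genes peaked in it. The region was named after Dcn, Lum, Col1a1, Col3a1, Mgp and Fn1. It held 0.126% of the spots of TN1 (95% interval 0.0153% to 0.455%), 8.20% of TN2 (6.74% to 9.86%), 2.50% of TN3 (1.85% to 3.31%) and 0% of HC, where 0 of 2013 spots allows up to 0.149%. These shares depend on the clustering: TN2 and TN3 had 29.5% and 22.5% with 8 clusters, 26.8% and 23.7% with log-normalised counts, and 14.8% and 17.0% with integrated capture areas, where TN1 had 1.39% and HC 0.994% (20 spots).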

Finally, spots of Cluster 8 (green) gathered at the ganglion in TN2 and TN3 showed the vigorous expression of *Fn1*, *Lyz2*, *Col13a1*, *Prg4*, *Ifitm1/2*, *Igfbp7*, *Emp1*, *C6* and *Bgn* (Fig. 1D, Figure S3, Supplemental Digital Content 4, http://links.lww.com/JS9/B762, Table S1, Supplemental Digital Content 5, http://links.lww.com/JS9/B763), which were connected with defense against bacteria, lysozyme enzyme activity, cell adhesion and migration, and complement and coagulation cascades. This cell population had an expression profile similar to the characteristic expression profile of immune cells. The rare spots of Cluster 10 (purple) that appeared only in TN3 were undefined, probably from a bone fragment given the expression of *Camk1* (regulating proliferation of calvarial osteoblasts)^32^. 

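Camk1 was at 68.8 ± 5.74 CPM in the connective tissue region (SD, n = 2 areas), 56.8 ± 5.58 CPM in the ganglion region (SD, n = 4) and lowest, at 27.0 ± 0.996 CPM, in the central myelin region (SD, n = 4). It thus varied less than 3-fold between regions.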

Overall, the potential cell population or different parts of the trigeminal nerve were initially defined for all clusters with distinct transcriptomic patterns in this system.

### Dynamic changes in gene expression in the ganglion before and after TN occurrence

Next, the DEGs of the ganglion cell body were analyzed (Cluster 2 vs. Cluster 1). In TN, a total of 674 genes in the ganglion were upregulated, while 1085 genes were downregulated (FC > 1.5 or < 0.67, *P* < 0.05) (Fig. 2A, Figure S4, Supplemental Digital Content 6, http://links.lww.com/JS9/B764, Table S2, Supplemental Digital Content 7, http://links.lww.com/JS9/B765). 

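In the ganglion region (clusters 1 and 6), 13050 genes were tested between TN and HC. The region had 11566455 UMIs in TN1, 17250932 in TN2, 10788277 in TN3 and 30806276 in HC. No gene passed an adjusted threshold of 0.05 with edgeR (0 higher and 0 lower in TN), and 1294 genes had an unadjusted p under 0.05. DESeq2 on the same sums called 103 genes higher and 29 lower. The count moved most when TN1 was left out, to 547 genes higher and 303 lower. Over all spots, edgeR called 0 of 14902 genes, with 1271 at an unadjusted p under 0.05, and DESeq2 called 164. Without TN1, edgeR called 2171 genes over all spots.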

GO analysis showed that upregulated genes were enriched in the functions of SRP-dependent cotranslational protein targeting to membrane, response to wounding, gliogenesis, extracellular matrix organization, cell adhesion and so forth (Fig. 2B, Figure S5, Supplemental Digital Content 8, http://links.lww.com/JS9/B766), whereas downregulated genes were associated with neurodegeneration, citric acid cycle, respiratory electron transport, and synaptic organization (Fig. 2C, Figure S6, Supplemental Digital Content 9, http://links.lww.com/JS9/B767). 

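In the ganglion region, the 91 ribosomal protein genes tested had a median log2 fold change of 0.36 between TN and HC, with 80 higher and 11 lower. The median was 0.23 in TN1, 0.41 in TN2 and 0.31 in TN3 against HC. The 86 genes of the respiratory chain (Nduf, Uqcr, Cox4 to Cox8 and Atp5) had a median log2 fold change of -0.14, with 27 higher and 59 lower. Their medians were -0.08, -0.23 and -0.13 in TN1, TN2 and TN3. Over all genes the median was 0.03. Neither family changed direction under another normalization, with any TN area left out or with other clusters. Within cluster 1 alone, an alternative chosen after seeing the data, the medians were 0.22 for ribosomal protein genes and -0.01 for the respiratory chain, where 39 of the 86 genes were higher.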

The spatial trajectory assay indicated that spots representing the ganglion displayed two additional states in TN in the experimental system (Fig. 2D, Figure S7, Supplemental Digital Content 10, http://links.lww.com/JS9/B768). Pseudotemporal ordering suggested that Cluster 2 of the ganglion underwent a progressive pathological process (Fig. 2E). The DEGs of spots between these two branches were further analyzed (State 1 vs. State 2 in Fig. 2D), and a total of 159 upregulated and 76 downregulated genes (FC > 1.5 or < 0.67, *P* < 0.05) were observed in State 1 compared to State 2 of the ganglion (Fig. 2F, Table S3, Supplemental Digital Content 11, http://links.lww.com/JS9/B769). 

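Table S3 lists these genes in full, and 158 of the Up genes and 74 of the Down genes were tested in the ganglion region. TN1 had the lowest level of the 3 TN areas for 154 of the 158 Up genes (97.5%), and TN2 the highest for 141 (89.2%). For 58 of the 74 Down genes (78.4%), TN1 had the highest level. Against HC, the median log2 ratio of the Up genes was 0.08 in TN1, 1.45 in TN2 and 1.05 in TN3. The median of the Down genes was 0.00 in TN1, -0.50 in TN2 and -0.18 in TN3. From the ordering of the spots, the paper proposes that the ganglion underwent a progressive pathological process.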

In State 1, a series of genes, such as *A2m*, *Jun*, *Fn1*, *Cd44*, and *C1qb*, induced inflammatory response, wound response, and complement activation via extracellular matrix organization (Fig. 2G). In turn, sterol/cholesterol biosynthetic and metabolic process were the top terms in pathway and process enrichment analysis in State 2 of the ganglion, with elevated expression of *Cyp51*, *Hmgcr*, *Fdft1*, *Insig1*, *Fdps*, *Idi1* and *Dhcr24* (Fig. 2H). In addition, compared to HC, the dynamic changes in the expression of numerous large and small ribosomal subunit proteins, *Tram1*, *Sec61b*, *Calr*, *Stx6*, *Hsp90b1* and *P4hb,* as ribosome, endoplasmic reticulum and Golgi apparatus biomarkers, were consistent across the entire cell trajectory diagram except for *Hmox2* (Figure S8, Supplemental Digital Content 12, http://links.lww.com/JS9/B770). 

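Jun was at 214 ± 67.2 TMM-normalized CPM in the ganglion region of TN (SD, n = 3 areas) and 87.1 in HC, a log2 fold change of 1.30 (standard error 0.37, adjusted p = 0.494 with edgeR's quasi-likelihood test). Fn1 was at 127 ± 79.2 in TN and 26.6 in HC (log2 fold change 2.26, standard error 0.92, adjusted p = 0.5 with edgeR), with 37.0 in TN1. Cd44 was at 61.4 ± 19.1 in TN and 24.2 in HC, and C1qb at 105 ± 47.2 in TN and 37.4 in HC. All 4 were higher in all 3 TN areas than in HC. With a TN area left out, the log2 fold change lay between 1.883 and 2.693 for Fn1 and between 1.028 and 1.465 for Jun. The 4 genes passed the adjusted threshold with edgeR when TN1 was left out, and not without TN2 or TN3. TN1 had their lowest levels among the TN areas. A2m had 2, 7 and 2 UMIs in the ganglion region of TN1, TN2 and TN3 and 0 in HC, too few for a test.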

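Cyp51 was at 299.6 TMM-normalized CPM in the ganglion region of TN1, 220.0 in TN2, 263 in TN3 and 345 in HC. Fdft1 was, like Cyp51, lower in all 3 TN areas than in HC. The log2 fold change was -0.40 for Cyp51 (standard error 0.21, adjusted p = 0.539 with edgeR) and -0.31 for Fdft1 (standard error 0.20, adjusted p = 0.604 with edgeR). Fdps was at 478 in TN1, 414 in TN2, 392 in TN3 and 461 in HC, a log2 fold change of -0.11. Insig1 was at 137 in TN1, 74.6 in TN2, 83.5 in TN3 and 85.9 in HC. Without TN1, the log2 fold change of Insig1 turned from 0.19 to -0.12. Idi1 had a log2 fold change of -0.12, and of 0.04 without TN2.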

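Tram1, Sec61b, Calr, Stx6, Hsp90b1 and P4hb had log2 fold changes between 0.08 for Calr and 0.59 for Sec61b in TN against HC in the ganglion region. Tram1, Sec61b and Hsp90b1 were higher in all 3 TN areas, and the other 3 genes in 2 of them. Sec61b was at 161 ± 30.4 TMM-normalized CPM in TN (SD, n = 3 areas) and 107 in HC (adjusted p = 0.505 with edgeR's quasi-likelihood test). Hmox2 was at 137 ± 13.4 in TN and 173 in HC, lower in all 3 areas, with a log2 fold change of -0.34 (standard error 0.18, adjusted p = 0.546 with edgeR).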

SRP-dependent cotranslational transport^33^ appeared to play a vital role in modulating normal function or pain occurrence in the trigeminal nerve. In summary, the DEGs and related biological functions in the ganglion in TN were preliminarily described.

**Figure 2:**
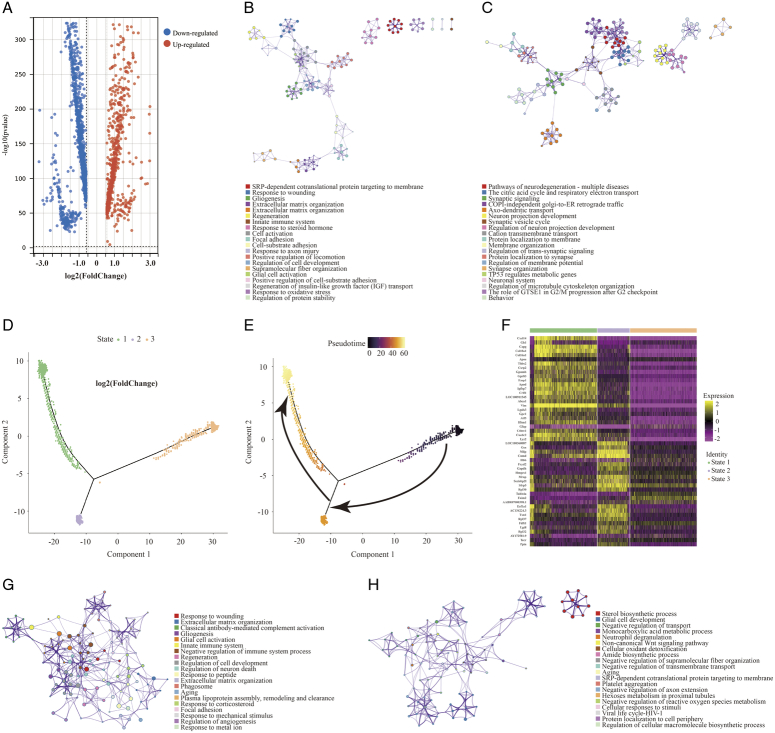
The differentially expressed genes (DEGs) and associated functions of the trigeminal ganglion in TN. (A) Volcano plot showing the DEGs (FC > 1.5 or < 0.67, *P* < 0.05) compared between trigeminal ganglion cell bodies (Cluster 2 vs. Cluster 1). (B, C) Enriched functional analysis of upregulated (B) and downregulated genes (C) from (A) by ‘Metascape’. (D, E) Scatter plots showing the evolution of cell subpopulations of the trigeminal ganglion by cell trajectory analysis (D) and pseudotime (E). (F) Heatmap showing the DEGs (FC > 1.5 or < 0.67, *P*<0.05) between State 1 and State 2 from (D). (G, H) Enriched functional analysis of upregulated (G) and downregulated genes (H) from (F) by ‘Metascape’.

### Demyelination and remyelination of schwann cells in TN

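In the central myelin region (clusters 4 and 8), 9759 genes were tested between TN and HC. The region had 2134744 UMIs in TN1, 1468991 in TN2, 1372127 in TN3 and 5407901 in HC. With edgeR, 0 genes passed an adjusted threshold of 0.05, and 300 had an unadjusted p under 0.05. DESeq2 called 3 genes. The largest change came from leaving out TN1, after which edgeR called 160 genes, 128 of them higher and 32 lower in TN.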

Between TN and HC, 106 DEGs in the myelin sheath were found (Fig. 3A, Table S4, Supplemental Digital Content 13, http://links.lww.com/JS9/B771). In addition to myelin sheath-related important regulatory proteins, such as *Myrf*, *Mag* and *Mog,* which were markedly compromised, the iron metabolism-related genes transferrin (*Tf*), ferritin (*Fth1*)^34^ and *Slc48a1* ^35^ were downregulated. On the other hand, *Atp2b2*, *Cabp1*, *S100a1*, *S100b*, *Rasgrp3*, *Pcp4*, *Vsnl1* and *Hpcal1,* which are involved in calcium homeostasis and signaling, were all significantly changed (Fig. 3A). 

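Myrf was at 232 ± 21.3 TMM-normalized CPM in the central myelin region of TN (SD, n = 3 areas) and 317 in HC. Mag was at 1467 ± 152 in TN and 2082 in HC, Mog at 621 ± 75.8 in TN and 743 in HC, and Tf at 3902 ± 157 in TN and 5471 in HC. Slc48a1 was at 375 ± 21.5 in TN and 569 in HC. Fth1 had a log2 fold change of -0.53. These 6 genes were lower in all 3 TN areas, by more than the spread between them. Their log2 fold changes lay between -0.60 for Slc48a1 (standard error 0.23) and -0.26 for Mog (standard error 0.25), with an adjusted p of 1 for each with edgeR's quasi-likelihood test. With each TN area left out in turn, the log2 fold change of Slc48a1 stayed between -0.65 and -0.56. The values cover all spots of the region in each area, whereas the paper compared Cluster 7 with Cluster 3 (Fig. 3A). The spots of TN and HC in the region lay largely in different clusters, with 312, 141, 221 and 132 spots of TN1, TN2, TN3 and HC in cluster 4 and 69, 46, 61 and 341 in cluster 8, which limits this comparison. The log2 fold change of Mog turned to 0.039 with 8 clusters and 0.218 with log-normalised counts.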

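S100a1, S100b and Rasgrp3 were lower in all 3 TN areas in the central myelin region, with log2 fold changes of -0.32, -0.70 and -0.44 (standard errors 0.23, 0.28 and 0.22). Rasgrp3 was at 152 ± 1.48 TMM-normalized CPM in TN (SD, n = 3 areas) and 207 in HC. The rises of Atp2b2, Cabp1, Pcp4 and Vsnl1 rested on TN1. Atp2b2 was at 99.3 in TN1, 43.1 in TN2, 13.6 in TN3 and 37.5 in HC, and Cabp1 at 134 in TN1, 48.5 in TN2, 27.1 in TN3 and 65.2 in HC. Without TN1, the log2 fold changes turned from 0.51 to -0.38 for Atp2b2, from 0.13 to -0.77 for Cabp1, from 0.23 to -0.46 for Pcp4 and from 0.69 to -0.10 for Vsnl1. Hpcal1 was at 28.0 ± 21.5 in TN and 41.2 in HC, a log2 fold change of -0.51 (standard error 0.64), and of -1.40 without TN1. With edgeR, Hpcal1 passed the adjusted threshold when TN1 was left out, and not without TN2 or TN3.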

Due to the limited number of differential genes, functional enrichment analysis was performed for upregulated and downregulated genes together. The exchange and transport of iron ions, calcium ions, and acetylcholine transmitters warrant further study of the role of myelin in TN (Fig. 3B). Similarly, myelin sheath Schwann cells in different TN cases exhibited two different statuses of pathological progress beyond HC (Fig. 3C, D, Figure S9, Supplemental Digital Content 14, http://links.lww.com/JS9/B772). 

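The genes of Table S4, which the paper chose on these samples and which are therefore not independent evidence, differed between the TN areas in the central myelin region. The 48 Up genes had a median log2 ratio to HC of 0.95 in TN1, -0.10 in TN2 and -0.88 in TN3, and 48, 23 and 6 of them were above HC. As a set they did not pass between TN and HC (limma's camera with a preset correlation of 0.01, adjusted p = 0.0843 over 4 sets), with a median log2 fold change of 0.28 and 36 of the 48 genes higher. With each TN area left out the set did pass, higher without TN2 (adjusted p = 0.00983 with limma's camera) and without TN3 (adjusted p = 1.99e-13), and lower without TN1 (adjusted p = 1.93e-06), with a median of -0.38 and 34 of the 48 genes lower. The 57 Down genes tested had medians of -0.55, -0.53 and -0.29 in TN1, TN2 and TN3. This set was lower in TN (limma's camera, adjusted p = 2.8e-15 over 4 sets), with a median log2 fold change of -0.46 and 46 genes lower. The call for the Down genes did not hold with fry (adjusted p = 0.358 over 4 sets) or with a correlation estimated from the data (adjusted p = 0.32). Adjusted over the list alone, 0 genes of either set passed with edgeR, and 4 Up and 17 Down genes had an unadjusted p under 0.05. DESeq2 called 0 of the genes of Table S4. The paper states that the myelin sheath of different TN cases had 2 statuses beyond HC.

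**Figure D2:**
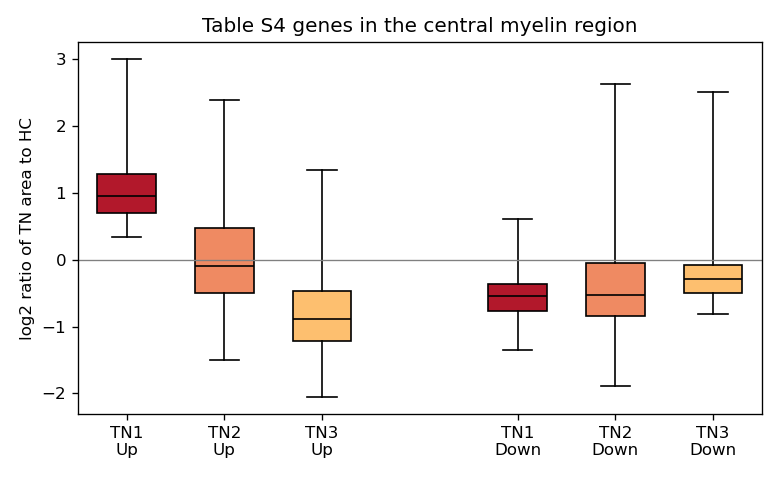
log2 ratio of each TN area to HC in the central myelin region for the genes of Table S4, split into the genes that the paper lists as Up and as Down; boxes give the quartiles and the median, and lines reach the lowest and highest gene. The medians of the Up genes are 0.95 in TN1 and -0.88 in TN3.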

A total of 138 upregulated and 137 downregulated genes (FC > 1.5 or < 0.67, *P* < 0.05) were found between State 1 and State 3 (Fig. 3E, Table S5, Supplemental Digital Content 15, http://links.lww.com/JS9/B773). Functional enrichment analysis showed that the upregulated genes corresponding to these two states implied cell differentiation, development, and regeneration (Fig. 3F) as well as cell senescence and apoptosis mediated by the inflammatory response (Fig. 3G). These two completely different functional gene sets indicated demyelination and remyelination in TN.

**Figure 3:**
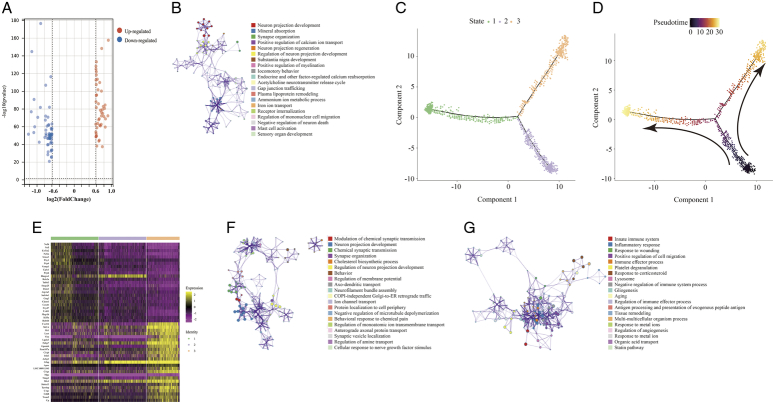
The differentially expressed genes (DEGs) and associated functions of myelin sheath Schwann cells in TN. (A) Volcano plot showing the DEGs (FC > 1.5 or < 0.67, *P*<0.05) compared between myelin sheath Schwann cells (Cluster 7 vs. Cluster 3). (B) Enriched functional analysis of DEGs from (A) by ‘Metascape’. (C, D) Cell trajectory analysis showing the evolution of cell subpopulations of the myelin sheath by cell state (C) and pseudotime (D). (E) Heatmap showing the DEGs (FC > 1.5 or < 0.67, *P*<0.05) between State 1 and State 3 from (C). (F, G) Enriched functional analysis of upregulated (F) and downregulated genes (G) from (F) by ‘Metascape’.

### Intercellular communication between myelin and the trigeminal ganglion

To further investigate the cellular coordination and communication between ganglion and Schwann cells, weighted gene coexpression network analysis (WGCNA) was conducted to identify nine coexpression modules of a total of 11 754 genes within all spots by comparing TN 1/2/3 and HC (Fig. 4A, Table S6, Supplemental Digital Content 16, http://links.lww.com/JS9/B774). In particular, four networks displayed a significant correlation (|r| ≥ 0.3, *P*<0.05) (Fig. 4B), in which two networks containing 6304 and 263 genes were highly expressed, whereas the other two containing 4061 and 36 genes were reduced in TN compared to HC (Figure S10, Supplemental Digital Content 17, http://links.lww.com/JS9/B775). 

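Over all spots, 258 of the 263 genes of Network 3 were tested as a set, and they were higher in TN (limma's camera, adjusted p = 7.2e-11 over 4 sets). Their median log2 fold change was 0.39, with 234 genes higher, and the median log2 ratio to HC was 0.11 in TN1, 0.39 in TN2 and 0.60 in TN3. This call did not hold with fry (adjusted p = 0.403 over 4 sets) or with an estimated correlation (adjusted p = 0.577). The 34 genes tested of the 36 of Network 6 were lower in TN (limma's camera, adjusted p = 9.04e-20 over 4 sets), with a median log2 fold change of -1.16 and 31 genes lower. Their medians were -1.11, -1.62 and -0.64 in TN1, TN2 and TN3. The call for Network 6 did not hold with fry (adjusted p = 0.146 over 4 sets) or with an estimated correlation (adjusted p = 0.164) either. Adjusted over the list alone, 8 genes of Network 6 passed with edgeR, over all genes tested 0 did, and 10 had an unadjusted p under 0.05. The networks were built on these samples, so this is not independent evidence.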

Notably, high expression of genes in Network 2 (turquoise) was particularly prominent in the trigeminal ganglion of TN compared to HC (Fig. 4C). In contrast, Network 4 (blue) contributed to the specific genotype in the healthy trigeminal ganglion (Fig. 4D). In addition to the ganglion and immune cells, the gene signature of Network 3 (yellow) was specific to myelin Schwann cells (Fig. 4E), whereas Network 6 showed the signature of the trigeminal root zone (Fig. 4F). 

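The genes of Network 3 took 15.6% ± 1.01 of the UMIs in the astrocyte region (SD, n = 2 areas), 14.3% ± 1.202 in the unnamed cluster 3 (n = 2), 13.7% ± 0.919 in the connective tissue region (n = 2) and 13.1% ± 0.943 in the central myelin region (n = 4). The share was 11.7% ± 2.62 in the peripheral myelin region (n = 3) and 8.18% ± 1.34 in the ganglion region (n = 4). The genes of Network 6 took 5.43% ± 1.33 of the UMIs in the blood and bone region (SD, n = 3) and at most 0.916% ± 0.254 in any other region.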

Most of the coding genes were involved in Networks 2 and 4, suggesting that large transcriptomic changes occurred between healthy and diseased trigeminal ganglia. In contrast, few DEGs were found in myelin tissue or the trigeminal root zone.

**Figure 4:**
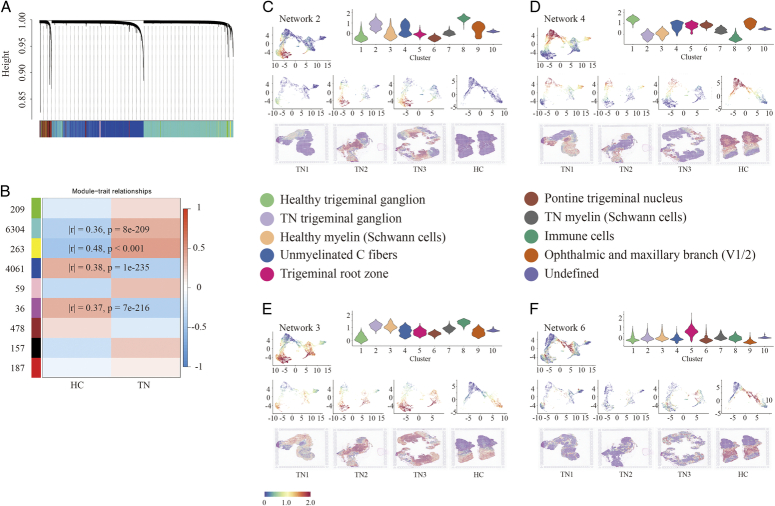
Coexpressed gene modules among all spots. (A) Gene clustering tree constructed by the dissTOM matrix using weighted correlation coefficients (top). The distribution of genes in nine modules with different colors (bottom). (B) Heatmap showing the module trait relationships calculated by Pearson correlation. The modules with |r| ≥ 0.3 and *P*<0.05 are highlighted. (C-F) Feature plots of Network 2 (C), Network (4), Network 3 (E), and Network 6 (F) *in situ* showing the scores of each gene module by AddModuleScore. Violin plot (top right) showing the scores of the gene module in each cluster.

The intercellular communication of genes in these networks between trigeminal ganglion and myelin Schwann cells was further constructed in a ligand–receptor manner using CellPhoneDB analysis. It was observed that the healthy trigeminal ganglia and myelin sheath had more robust connections with each other than diseased ones (Fig. 5A). 

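Psap and Gpr37, Gas6 and Tyro3, and Cadm1 were lower in all 3 TN areas than in HC in the ganglion region. Gas6 was at 69.1 ± 3.08 TMM-normalized CPM in TN (SD, n = 3 areas) and 99.7 in HC, and Gpr37 at 19.1 ± 8.80 in TN and 30.7 in HC. Of the 3 pairs that the paper finds in TN alone, 2 had both genes higher in all 3 TN areas, Pdgfb with Lrp1 and Ptprz1 with Mdk. In the third, Erbb3 was higher in all 3 (log2 fold change 0.884) and Nrg2 in 1 of 3 (0.04, standard error 0.429). Mdk was at 114 ± 44.7 in TN and 43.3 in HC, a log2 fold change of 1.40 (standard error 0.50, adjusted p = 0.496 with edgeR's quasi-likelihood test). No gene of these pairs passed the adjusted threshold with edgeR in the ganglion or the central myelin region. Gpr37, Lrp1, Mdk and Erbb3 passed it in the ganglion region when TN1 was left out, and not without TN2 or TN3.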

Unlike the self-interaction of the trigeminal ganglion in HC, the pairs *Psap*/*Gpr37*, *Grn*/*Ntrk1*, *Copa*/*Ntrk1*, *Aimp1*/*Ntrk1*, *Nampt*/*Ntrk1*, *Gas6*/*Tyro3*, *Wnt7a*/*Ldlr* and *Cadm1*/*Cadm1* were lost, whereas the pairs *Pdgfb*/*Lrp1*, *Ptprzl*/*Mdk*, and *Nrg2*/*Erbb3* did not appear in the normal ganglion but did appear in the diseased trigeminal ganglion in TN (Fig. 5B). Moreover, *Mdk*/*Lrp1*, *Timp1*/*Fgfr2* and *Sema4c*/*Plxnb2* appeared in the self-interaction of the diseased trigeminal ganglion (Fig. 5B). 

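For Mdk and Lrp1, both genes were higher in all 3 TN areas in the ganglion region. Timp1 was at 320.2 ± 139 TMM-normalized CPM in TN (SD, n = 3 areas) and 117 in HC, and Fgfr2 at 12.0 ± 5.46 in TN and 17.3 in HC. Sema4c was at 51.5 ± 18.7 in TN and 53.7 in HC, and Plxnb2 at 66.3 ± 21.9 in TN and 41.7 in HC. The differences in Timp1 and Plxnb2 were larger than the spread between the TN areas, and those in Fgfr2 and Sema4c were not.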

For intercellular communication between the trigeminal ganglion and myelin Schwann cells, the ligand–receptor pairs *Spp1*/*Cd44*, *Ptprr/Fgfr2*, *Epha4*/*Fgfr2*, *Fgf10*/*Fgfr2*, *Pdgfb*/*Lrp1*, *Grn/Ntrk1*, *Copa/Ntrk1*, *Aimp1/Ntrk1*, *Nampt/Ntrk1*, *Csf1/Slc7a1*, *Jam3/Jam2*, *Csf1/Celsr3* and *Mdk/Alk* only existed in HC (Fig. 5C, D). In turn, the responses to the trigeminal ganglion by healthy or diseased myelin sheaths were largely similar (Fig. 5D), indicating that the effects of the myelin sheath on the trigeminal ganglion were independent of the disease status. This conclusion could also be applied to the self-interactions of myelin Schwann cells (Fig. 5E). 

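Spp1 was at 1587 ± 349 TMM-normalized CPM in the ganglion region of TN (SD, n = 3 areas) and 709 in HC, a log2 fold change of 1.16 (standard error 0.29, adjusted p = 0.494 with edgeR's quasi-likelihood test). DESeq2 called Spp1 there. With edgeR, Spp1 passed the adjusted threshold there when TN1 was left out, and not without TN2 or TN3. Spp1 and Cd44 had log2 fold changes of 1.15 and 0.96 in the central myelin region. Both genes were higher in all 3 TN areas in both regions. With the first gene of a pair taken in the ganglion and the second in the central myelin region, 2 of the 13 pairs had both genes lower in all 3 TN areas and 1, Spp1 with Cd44, had both higher. With the regions exchanged, 12 pairs could be tested, of which 2 had both genes lower and 1 had both higher.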

The presence of more specific ligand–receptor pairs from the trigeminal ganglion to the myelin sheath than from the myelin sheath to the trigeminal ganglion (Fig. 5F, G) suggested that the demyelination or remyelination of the myelin sheath was likely to be modulated by extracellular signals from the trigeminal ganglion. Finally, the ligand–receptor pair *Sema5a*/*Plxnb3* was considered as an example. This pair was primarily found in both the ganglion and myelin sheath of the TN (red frame highlighted in Fig. 5B–D). 

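In the ganglion region, Sema5a was at 84.6 ± 19.2 TMM-normalized CPM in TN (SD, n = 3 areas) and 113 in HC, lower in all 3 TN areas (log2 fold change -0.42, standard error 0.27, adjusted p = 0.603 with edgeR's quasi-likelihood test). Plxnb3 was at 45.2 ± 10.7 in TN and 33.2 in HC (log2 fold change 0.45, standard error 0.30, adjusted p = 0.609 with edgeR). In the central myelin region, Sema5a was at 47.4 ± 10.7 in TN and 46.8 in HC, and Plxnb3 at 78.4 ± 14.6 in TN and 82.6 in HC, differences smaller than the spread between TN areas.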

The spatial distribution of mRNA abundance (Fig. 6A) confirmed that the spots with positively expressed Sema5a and Plxnb3 were robust in TN compared to HC. 

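Over all spots, 68.1% ± 5.00 of the spots of TN had a UMI of Sema5a (SD, n = 3 areas) and 67.2% of HC (95% exact binomial confidence interval 65.1% to 69.2%). For Plxnb3 the shares were 57.0% ± 16.2 and 49.3% (47.1% to 51.5%), and for both genes in a spot 45.4% ± 14.2 and 35.5% (33.4% to 37.6%). None of these differences exceeded the SD of the TN areas. A share of spots with a UMI depends on depth, so each spot was also thinned to 2000 UMIs, with shallower spots left out. The shares were then 21.3% ± 7.01 and 17.8% for Sema5a, 11.5% ± 2.15 and 8.48% for Plxnb3, and 2.90% ± 0.579 and 1.198% for both genes, of which the last 2 exceeded the SD. Sema5a was highest in the peripheral myelin region, at 430 CPM (n = 3 areas), next to 118.6 CPM in the unnamed cluster 3. That region held 25.8% of the spots of TN1, 0.796% of TN2, 19.4% of TN3 and 2.24% of HC. A share over all spots may therefore also depend on how much of it an area held. For both genes, TN2 was above HC after thinning (2.258%), although it held less of this region. The blood and bone region, whose median UMIs per spot were 8154 in TN1, 4040 in TN3 and 6828 in HC, was taken as a level of background, although RNA of its neighbours reaches it. In its thinned spots, 14.9% ± 1.43 of TN (n = 2 areas) and 16.9% of HC had a UMI of Sema5a. In those of the ganglion region 16.3% ± 4.05 of TN (n = 3) and 20.6% of HC did, so that the share of TN did not exceed this level by more than its SD. Both genes were in 2.02% ± 0.556 of the thinned spots of the ganglion region of TN (SD, n = 3) and 0.951% of HC, a difference larger than the SD, next to 0.397% ± 0.561 of TN (n = 2) and 1.13% of HC in the blood and bone region. In the central myelin region, thinning turned the differences between TN and HC from negative to positive for Sema5a, Plxnb3 and both genes. From the map of mRNA abundance, the paper concludes that spots with Sema5a and Plxnb3 were robust in TN compared to HC.

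**Figure D3:**
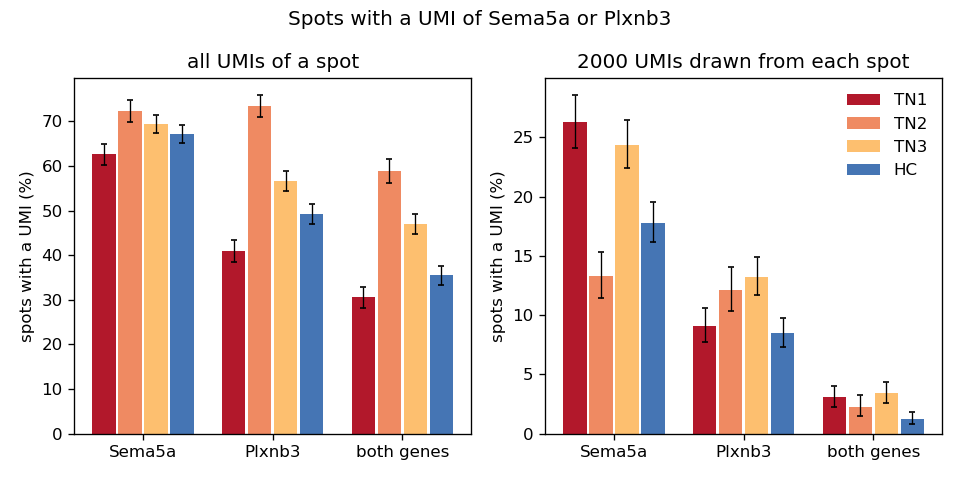
Share of the spots of each capture area (%) with a UMI of Sema5a, of Plxnb3 and of both genes, over all spots; bars are single capture areas and lines are 95% exact binomial confidence intervals. With all UMIs of a spot (left) TN2, the deepest area, is highest for Plxnb3 at 73.4%, and with 2000 UMIs drawn from each spot (right) HC is lowest for both genes at 1.198%.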

IF assays also showed that the ligand–receptor pair SEMA5A/PLXNB3 was a TN-specific signature (Fig. 6B) compared to HC (Fig. 6C). However, the pattern of SEMA5A expression fit well with the nucleus of the trigeminal ganglion, indicating that it was seldom expressed in the myelin sheath (Fig. 6B). In contrast, PLXNB3 was extensively expressed in the trigeminal ganglion and myelin sheath. Here, it was speculated that the Sema5a/Plxnb3 connection was particularly involved in the self-interaction of the trigeminal ganglion (Fig. 5B) and in signaling from the trigeminal ganglion to the myelin sheath (Fig. 5C) but not from the myelin sheath to the trigeminal ganglion (Fig. 5D).

**Figure 5:**
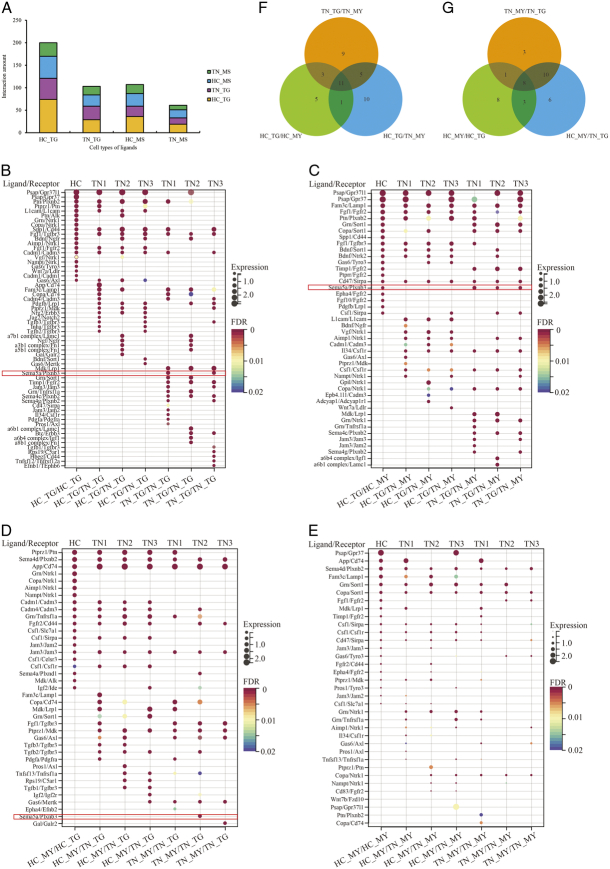
Intercellular communication between the trigeminal ganglion and myelin sheath. (A) Stacked column chart showing the number of ligand–receptor interactions across the trigeminal ganglion and myelin sheath in HC and TN. (B–E) Dot plots showing the specific intercellular communications in the trigeminal ganglion (B), from the trigeminal ganglion to the myelin sheath (C), from the myelin sheath to the trigeminal ganglion (D) and in the myelin sheath (E). The color of the circles indicates the level of significance, and the larger the circles are, the greater the gene expression value of the interacting cells. The top 20 pairs are selected. Sema5a/Plxnb3 is highlighted by a red frame. (F, G) Venn diagram highlighting the specific intercellular communications from the trigeminal ganglion to the myelin sheath (F) and from the myelin sheath to the trigeminal ganglion (G). HC, healthy control; MS, myelin sheath; TG, trigeminal ganglion; TN, trigeminal neuralgia.

**Figure 6:**
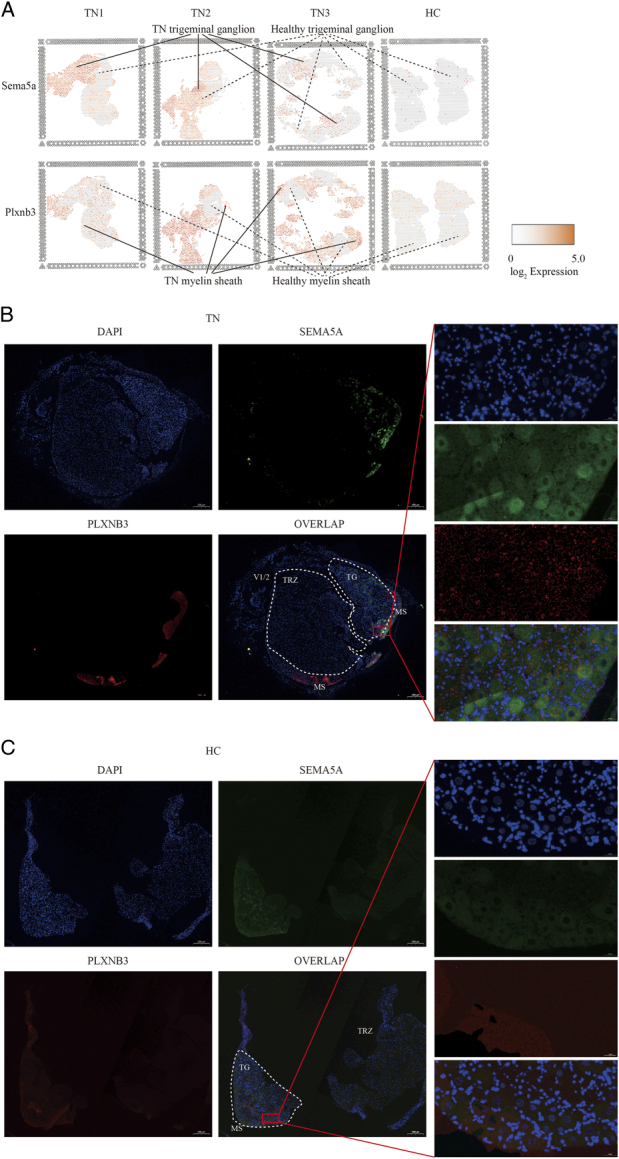
Expression of Sema5a/Plxnb3 in TN. (A) Feature plots showing the distribution of Sema5a (top) and Plxnb3 (bottom) positive expression spots in TN. (B, C) Immunofluorescence assay showing the expression of SEMA5A and PLXNB3 in TN (B) and HCs (C) at magnifications of 5× (left) and 80× (right). The trigeminal ganglion, myelin sheath, trigeminal root zone, and branches are highlighted by dashed lines in the overlapping image. HC, healthy control; MS, myelin sheath; TG, trigeminal ganglion; TRZ, trigeminal root zone; V1/2, ophthalmic and maxillary branches; TN, trigeminal neuralgia.

## Discussion

The greatest advantage of spatial transcriptome sequencing is the ability to match information of RNA molecules to a specific tissue area *in situ* ^36^. Differential mRNA expression profiles can accurately indicate the molecular divergence among different tissue/cell types as well as lesions and nonlesion tissues. Sometimes this advantage can be used to identify different tissue types that lack distinct histological boundaries, such as certain neuronal nuclei^26^.

However, current fabrication techniques do not allow spatial transcriptome resolution to reach the single-cell level, because each spot (55 μm diameter) can still accommodate 7–8 cells. In general, the spatial transcriptome in combination with single-cell sequencing can produce deep single-cell resolution transcriptome maps in tissues through deconvolution and mapping. Successful integration of single-cell and spatial transcriptome data analyses will contribute to understanding the structure of cell type distribution and the hypothesized mechanisms of cellular communication that underlie this structure.

Nevertheless, the trigeminal nerve is too large to allow the use of single-cell suspensions for RNA sequencing. In previous attempts, large amounts of cell debris were observed, suggesting that the axon and dendrite dissociated from the cell body, and RNA molecules were lost with the cytoplasm at the rupture. Without the support of single-cell sequencing, it is not possible to effectively evaluate the expression profile of each cell at single-cell resolution. However, this is not necessary for the trigeminal nerve. This study only used spatial transcriptome sequencing, which still provided sufficient information to uncover the cellular and molecular changes in TN.

The initial hypothesis is that the trigeminal neurons are so long that RNA or protein distribution may be uneven among the trigeminal nerve root, ganglia, and branches, providing rapid feedback regarding diseased areas. For example, *Robo2* is important in determining the sensory projection of V1/2 branches^37^, while *Pax3* is robustly expressed in the V1 branch^38^.

Numerous studies on phase separation have demonstrated that enzymes and their substrates that perform specific functions aggregate in specific spaces and times, forming an independent compartment with the ability to promote reaction occurrence and prevent interference from irrelevant substances in the cytoplasm, as exemplified in various membrane-bound organelles, such as the mitochondria, Golgi apparatus, and endoplasmic reticulum, in many eukaryotic cells^39–42^.

The transcriptomes of ganglion and ophthalmic and maxillary branches (Cluster 9 and Cluster 2) as well as ganglion and nerve roots (Cluster 1 and Cluster 5) were compared in the three TN samples, and DEGs were preliminarily obtained. The RNA synthesized from the trigeminal ganglion is believed to be differentially distributed in different areas, but the underlying mechanism of these differences is not clear.

In addition, the specimens collected in this study were partially covered by myelin sheath cells, and the transcriptome information in some areas is actually a superposition of the trigeminal nerve and the myelin sheath cells. The next step in this research is continued sample optimization. However, since the results on this topic are independent of other results, they are not presented in this article.

In the comparison of the normal and TN trigeminal ganglion, it was unexpectedly found that the upregulated genes in TN are more involved in regeneration, repair, extracellular matrix remodeling, and other related processes, while the downregulated genes are associated with various neurodegenerative diseases, oxidative respiratory chain, axonal connection transmission, etc., which suggests that the TN trigeminal ganglion exhibits abnormalities in aerobic metabolism and neural transmission function but nevertheless performs functions to improve this pathological state (Fig. 2B, C).

The spatial trajectory analysis further subdivided the trigeminal ganglion into two different pathological states, and the highly expressed genes in State 2 were involved in the inhibition of adverse reactions such as free radical and fibrosis. Notably, steroid synthesis dominates this biological process (Fig. 2H), and the use of steroid hormone therapy for TN has been confirmed by previous studies^43–45^. This indicates that State 2 corresponds to the state of self-repair of the trigeminal ganglion. In contrast, the biological processes involved in the highly expressed genes in State 1 indicate that the semilunar ganglion has undergone processes such as death, detachment, and structural remodeling, which are much more intense than those in State 2.

The changes in the myelin sheath are relatively simple: one side continuously demyelinates, while the other side generates new Schwann cells to reconstitute the node of Ranvier. Ferroptosis-related genes such as *Tf*, *Fth1*, and *Slc48a1* were found in demyelinating Schwann cells, which is a new discovery that may elucidate the molecular mechanisms of demyelination and has already been incorporated into future research plans.

The balance of calcium ions is also important for the function of the myelin sheath. Calcium ions play an important role in the formation and stability of the myelin phospholipid layer and can promote the mitosis of Schwann cells^46,47^.

After the identification of numerous DEGs, signal transmission between trigeminal neurons and Schwann cells surrounding the myelin sheath was investigated. Clarifying the causal relationship between these processes is important to explain the demyelination effect in TN.

First, the WGCNA analysis results showed a relatively small number of genes (only 263) with significant differences in the myelin sheath (Fig. 4E). Moreover, many other genes, such as *Atp2b2*, *Thy1*, *Atp1b1*, and *Cabp1*, related to the regulation of calcium homeostasis were found in Module 4, while *Plp1*, *Ramp3*, *S100a1*, and *Gjc2* were found in Module 7. This suggests that most of the gene functions in Schwann cells are related to the gene expression of trigeminal neurons, and only a small part truly participate in self-regulation.

Second, CellPhoneDB analysis confirmed that the ligand–receptor pairs from trigeminal neurons and Schwann cells are far more abundant than the pairs from Schwann cells to nerve cells (Fig. 5). The results showed preliminary evidence of one ligand–receptor pair, *Sema5a*/*Plxnb3,* in trigeminal neurons and myelin in TN (Fig. 6). This coexpression signature was verified by an IF assay. *Plxnb3*, as a receptor on neurons, receives *Sema5a* signals from both neurons and myelin, but the mechanism has not yet been elucidated. One previous study suggested that *Sema5a*/*Plxnb3* can induce the Warburg effect in liver cancer^48^, which implies that energy metabolism, especially glucose metabolism and oxygen utilization in mitochondria, may be one of the mechanisms causing TN.

In future studies, several important ligand–receptor pairs will be selected for in-depth study to test the hypothesis. In any case, the consensus that demyelination causes TN seems to need further discussion.

Overall, the limitations in this study included the following: the data of too small branches are not well collected, and the myelin sheath and nerve are bonded to each other, resulting in data overlap, which is the problem introduced by sampling. None of the findings in the analysis have been verified by cellular and molecular biology, although deeper investigations will be performed in future research.

## Conclusions

In summary, this study utilizes the latest technology to provide a batch of spatial transcriptome data sets on rat TN, providing extensive new information. The analysis identified the DEGs and related functions of the trigeminal ganglion and myelin Schwann cells in normal and TN and tentatively established a potential relationship between them (mainly in terms of ligand–receptor manner). The results may help to elicit more valuable responses or ideas from others in this field. Many important genes remain to be discovered and studied by researchers worldwide.

## Ethical approval

This study was approved by the Animal Care and Use Committee for Shanghai Ninth People’s Hospital (SH9H-2022-A168-SB).

## Consent for publication

Informed consent was obtained from all individual participants included in the study.

## Sources of funding

This project is funded by National Natural Science Foundation of China (82370981) Shanghai Science and Technology Commission (21Y11903500), the Ninth People’s Hospital Affiliated to Shanghai Jiao Tong University School of Medicine (JYHJB202204), Rare disease registration project of the Ninth People's Hospital Affiliated to Shanghai Jiao Tong University School of Medicine (JYHJB202204), Jiangsu Province High-level Innovation and Entrepreneurship Talent Introduction Plan (JSSCBS20222022), Suzhou Medical Health Science and Technology Innovation Project (SKYD2022023), Suzhou Science and technology plan (SKY2023032), Gusu Health Talent Training Project (GSWS2019087, GSWS2022111 Program of Developing Public Health through Science and Education of Wujiang District, Suzhou (wwk202306)). We are also grateful to Shanghai OE Biotech and GeneFund Co., Ltd. for sequencing data analysis, and Coweldgen Scientific Co. Ltd. for assistance of animal model construction.

## Author contribution

MSc W.W. and MSc L.Y. performed all animal experiments; MSc S.Y.F. conducted all biological experiments; PhD Y.T. prepared and organized all figures. They contributed equally to this work. MSc D.Y., MSc H.Z., MSc W.Y., MSc L.Z., MSc C.Y., MSc Z.M., and MSc W.H. assisted in animal experiments and biological analysis; MSc S.H., PhD S.Y.H, and PhD C.M. designed all preject, as well as drafted and revised manuscript. All authors read and approved the final manuscript.

## Conflicts of interest disclosure

The authors declare that they have no conflicts of interest.

## Research registration unique identifying number (UIN)

No human study.

## Guarantor

Yihang Shen.

## Presentation (for original articles only)

None.

## Availability of data and materials

Clean data was deposited in GEO database assigned with GSE233838.

## Provenance and peer review

Not commissioned, externally peer-reviewed.

## Supplementary Material

SUPPLEMENTARY MATERIAL

## Supplementary Material

**Figure:**
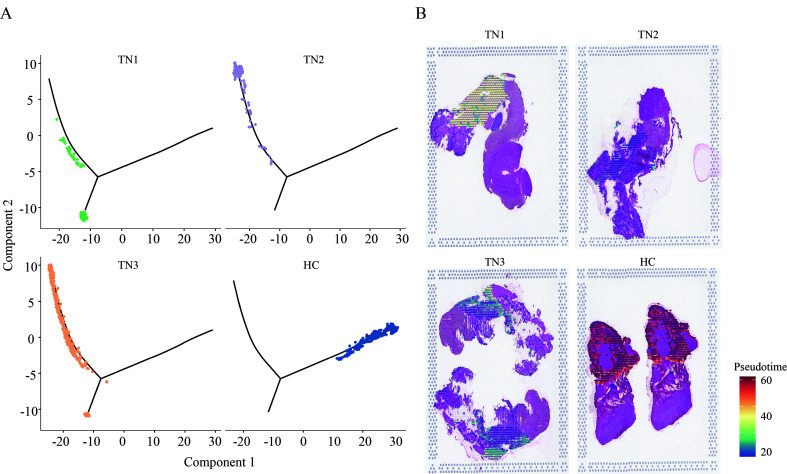

**Figure:**
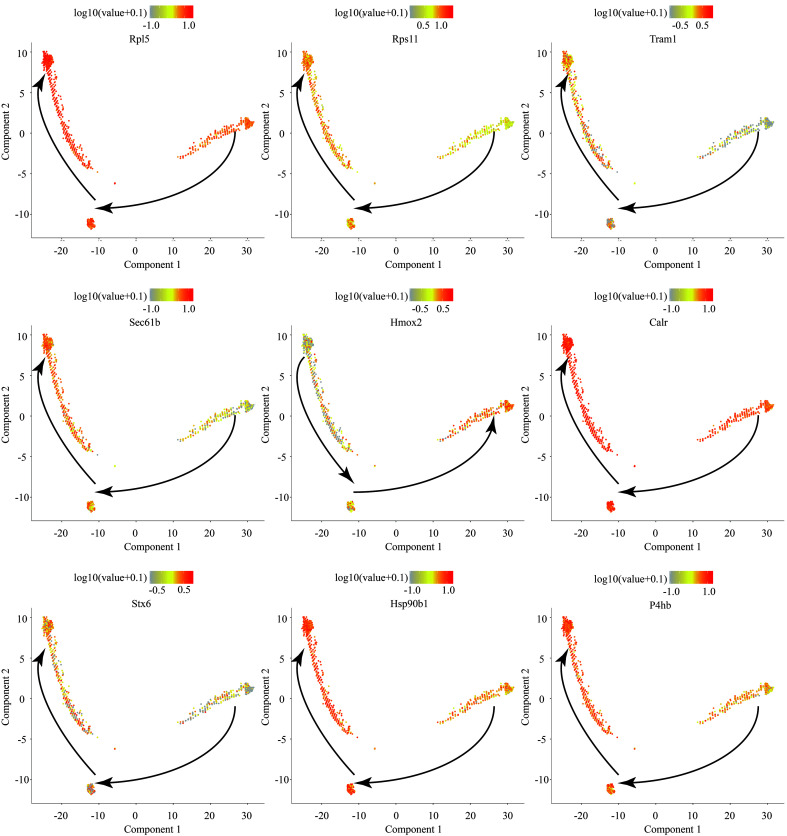

**Figure:**
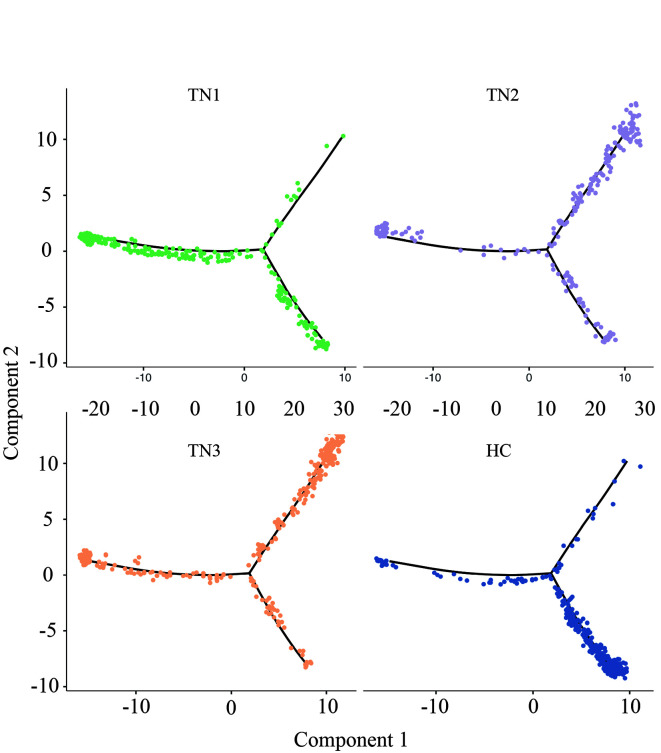

**Figure:**
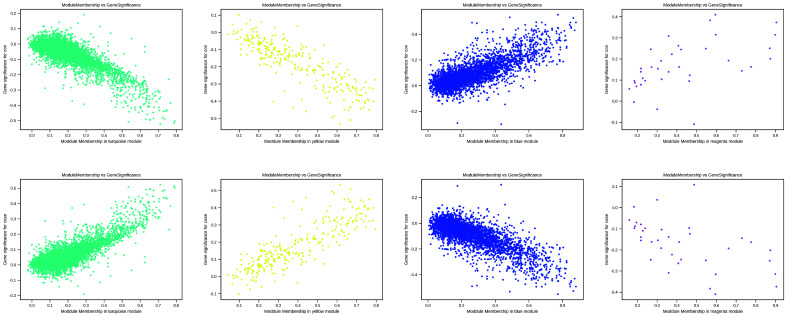

**Figure:**
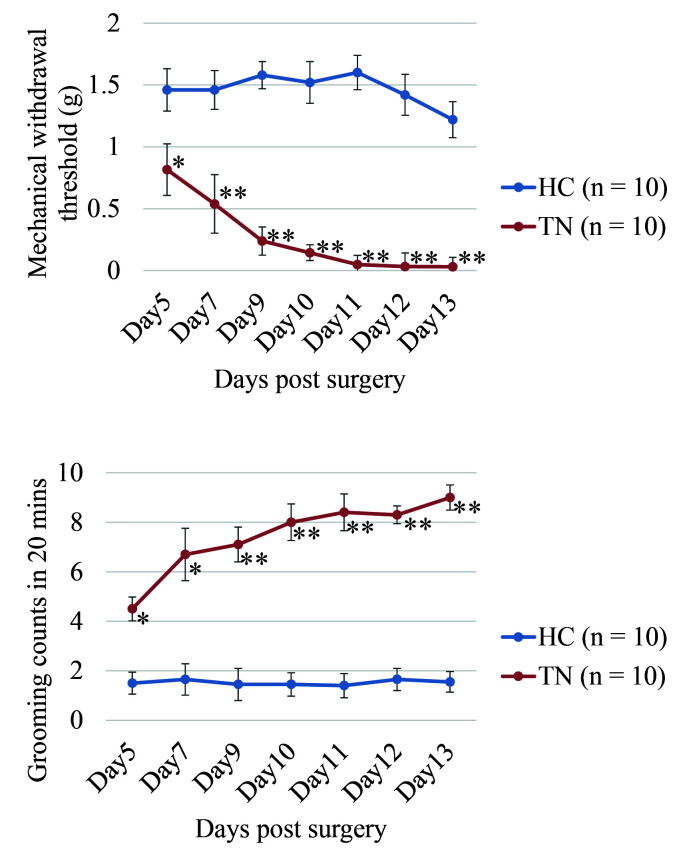

**Figure:**
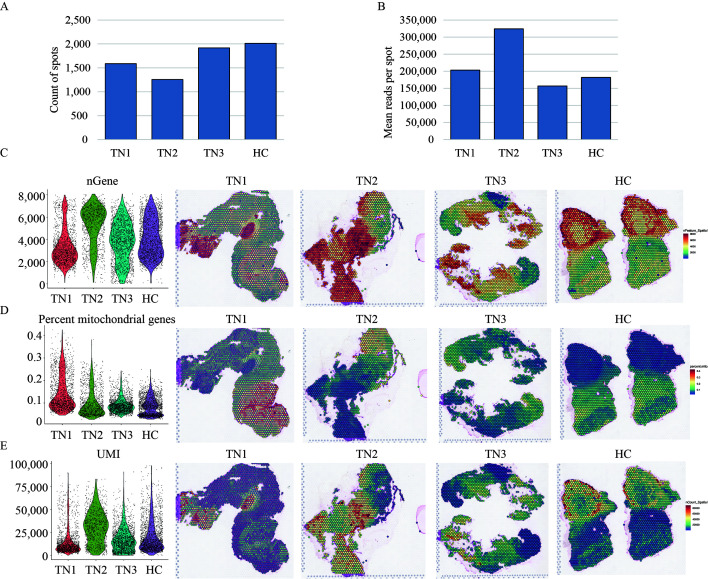

**Figure:**
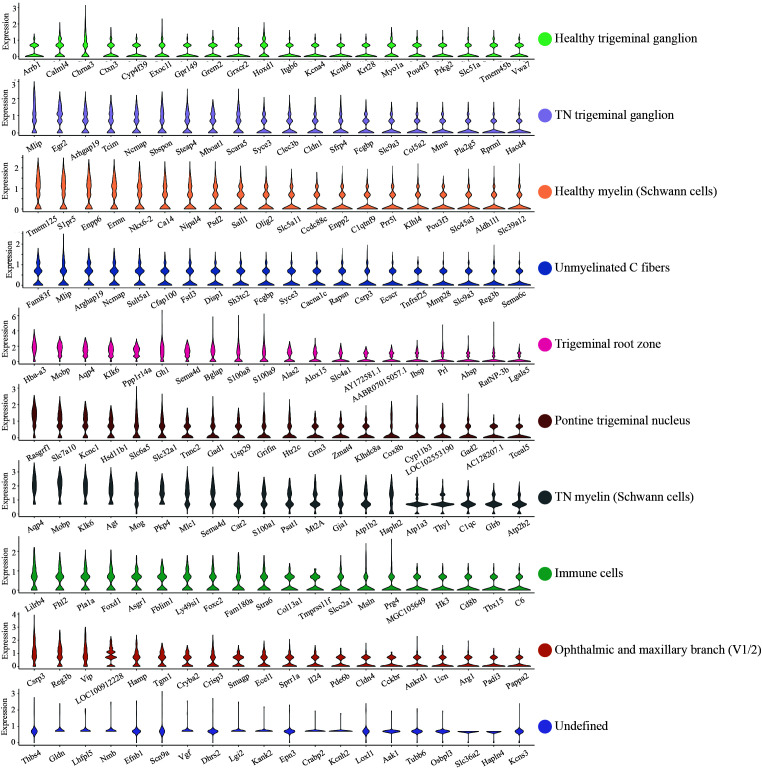

**Figure:**
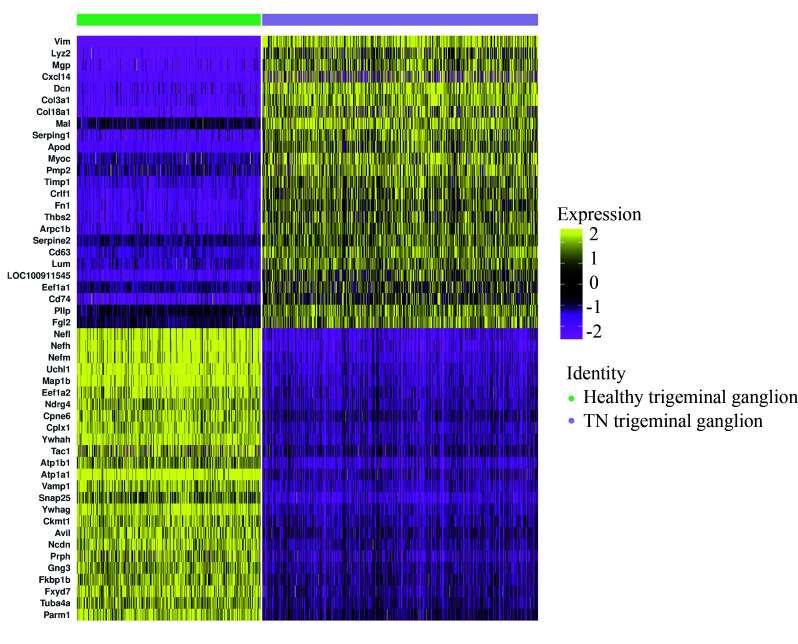

**Figure:**
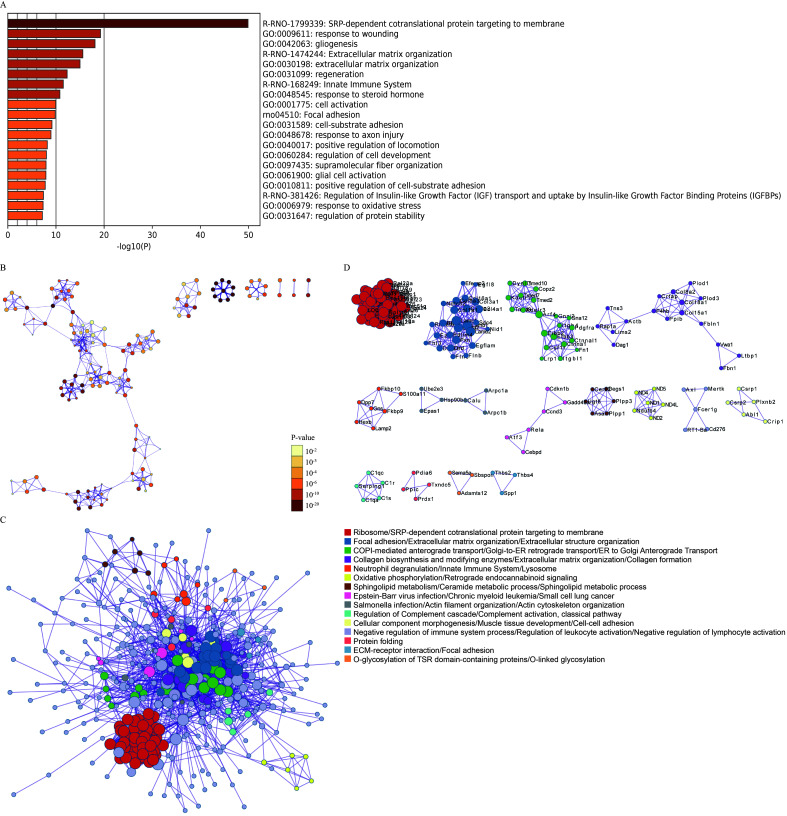

**Figure:**
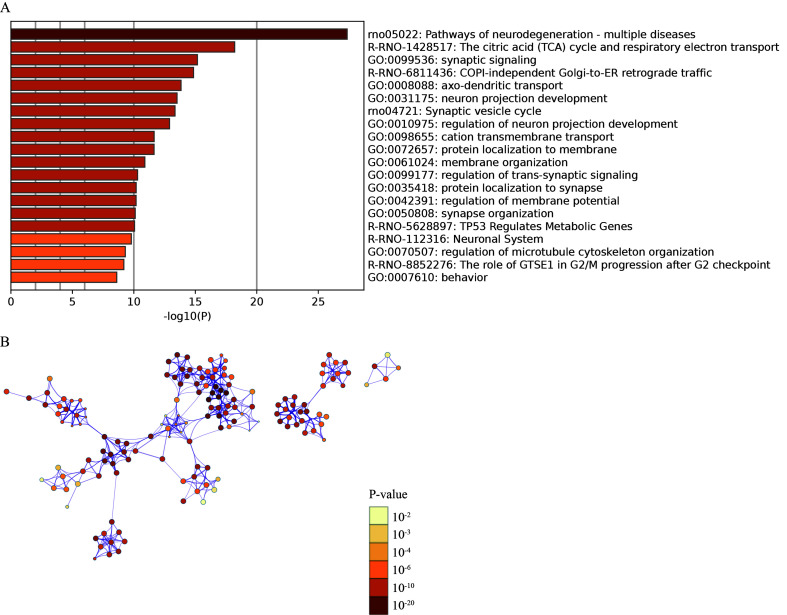

How the deposited data were processed for this re-analysis (not part of the article)

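Spatial gene expression was measured on 4 Visium capture areas of rat trigeminal nerve tissue, 3 of the TN model (TN1, TN2 and TN3, 1 animal each) and 1 of HC (tissue of 2 animals). The authors counted UMIs per gene and spot with Space Ranger and deposited these counts without normalization, as whole numbers, for the spots covered by tissue. The 4 areas stand in a single matrix, with the area given by the number after each barcode. Whether depth was made equal between areas when they were joined, and the genome build and annotation release, are not given in the sources used here. The methods call the controls sham-operated, whereas the Results take HC tissue from the healthy side. The series description takes it from 2 of the 3 TN animals, without saying which. HC is used here as labelled, and TN against HC may therefore compare sides of the same animals.

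From these counts, 16088 genes with a UMI in at least 10 spots entered SCTransform (sctransform 0.4.2, Seurat 5.3.0). The 3000 most variable genes gave 30 principal components, and K-means with 50 starts gave 10 clusters. For each cluster, log2 of the CPM plus 5 was centred over clusters and averaged over the genes of each marker list. The lists were sensory neuron, peripheral myelin, central myelin, astrocyte, central neuron, connective tissue, macrophage, blood and bone, pituitary and nerve injury. All were fixed before the data were examined, as were the tests and the alternatives, apart from those named as chosen later. Some markers had been seen in the paper's Table S1 or its figures. The nerve injury list was not used to name clusters, a choice made after the leading genes of cluster 6 had been seen. With it, cluster 6 could have left the ganglion region, which is the case of cluster 1 alone. The rule that scores lists and the margin for unnamed clusters were also set after the data had been seen. Of 161 genes named by the paper or on a list, 159 were found by symbol, and Col1a2 and Hba-a1 were not. The paper's Ptprzl was read as Ptprz1. These clusters are not the paper's, and some spots hold several cell types.

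Sums of UMIs per area were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood fit) and the Benjamini-Hochberg adjustment at 0.05, with R 4.3.3. A region was tested if every area had 20 or more of its spots. The design left 2 residual degrees of freedom. The difference of the TN against HC contrast between the ganglion and the central myelin region was tested as an interaction, with the capture area as a block. Gene sets were tested with camera in limma 3.58.1, and with fry as a second test. Table S4 and Networks 3 and 6 of Table S6 were tested as sets, and Table S3 was compared by area. Networks 2 and 4 were held only in part here and were not tested. Genes were named by a rule fixed beforehand: every gene named in the text of the Results, the 5 largest rises and 5 largest falls past the adjusted threshold with all 3 TN areas on the same side of HC, and the marker lists, with values in the paper's tables already seen. Some genes under this rule are not reported here. Ribosomal protein and respiratory chain genes were treated as families. Log2 ratios per area used CPM plus 1. A gene with 0 UMIs in HC was compared with a floor of 3 counts in the sum. Intervals for shares of spots are exact binomial at 95% and cover counting error only.

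The alternatives were DESeq2 size factors in the same fit, DESeq2 1.42.0, no filter on low counts, each TN area left out in turn, mitochondrial, ribosomal protein and hemoglobin genes left out, spots with at least 500 genes and 1000 UMIs, 8 or 12 clusters, log-normalised counts, integrated capture areas and, for shares of spots, thinning to 2000 UMIs. Cluster 1 alone as the ganglion region was added after the data had been seen.

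The tests were checked on simulated counts with the means, library sizes and fitted trend of the spread of the real sums, in which 200 genes were changed. In the ganglion region, edgeR called 22.8%, 71.2% and 94.3% of genes changed by 1, 2 and 3 on the log2 scale, with 7 false calls among 12790 genes. In the central myelin region it called 10%, 77.3% and 100%, with 5 false calls among 9433 genes, over all spots 8.06%, 44.9% and 84.1%, with 8 among 14584, and for the interaction 25%, 78.1% and 94.4%, with 6 among 12745. Spread of single genes around the trend was not simulated. Of 100 unchanged sets in the central myelin region, 4 had a p under 0.05 with camera and 4 with fry, and 9 of 9 simulated regions got the right name.

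Trajectories, ligand-receptor scores, deconvolution, network construction and enrichment terms were not analysed here, nor were Tables S1, S2 and S5 as gene sets, and the images were not used. No doublet caller was applied to spots.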

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

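The tests of the number of sensory neurons, of the depth of HC, of variation and other differences between capture areas and of the level in the myelin of HC were chosen only after the result was seen, as was the use of cluster 1 alone.

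Genes of a nerve injury list that the paper's text does not discuss were far above HC. The list holds Atf3, Sprr1a, Ecel1, Vip, Reg3b, Csrp3, Gal, Npy, Il24, Sox11 and Gadd45a. The part of Table S2 read here and Table S3 each hold 2 of them, Atf3 and Gadd45a. In the ganglion region (clusters 1 and 6), all 11 genes were higher in all 3 TN areas than in HC. The median of the fitted log2 fold changes was 5.01, and 4.76 with the genes at 0 UMIs in HC at their lower bound. Atf3 was at 203 ± 98.4 TMM-normalized CPM in TN (SD, n = 3 areas) and 5.46 in HC. In HC, Npy and Il24 had 0 UMIs in the region. Against a floor of 3 counts in the HC sum, TN was at least 27.1-fold higher for Npy and at least 85.1-fold higher for Il24. Sprr1a had 2 UMIs in HC and a ratio of 158 (95% counting interval 43.8 to 1305). Over all spots, where no cluster enters, all 11 genes were again higher in all 3 TN areas, with a median of 4.41. Adjusted over the list alone, 11 of 11 passed in the ganglion region. Over all 13050 genes edgeR called 0 of them, with 1294 of all genes at an unadjusted p under 0.05. The smallest adjusted p of the list was 0.214, and it ranged from 3.39e-23 with DESeq2 to 0.305 with integrated capture areas over the alternatives. DESeq2 called 10 of the 11, edgeR without TN1 called 10 of 11, without TN2 5 of 10 and without TN3 0 of 11. The median with each TN area left out stayed between 4.65 and 5.27.

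Technical explanations were weighed against the operation. More sensory neurons in the TN spots would raise the sensory neuron list as well, and its median log2 fold change was -0.44. Different clusters held most of the TN and HC spots of the region, but within cluster 1 alone all 9 genes tested were still higher in all 3 TN areas, with a median of 4.02, and 2 of them passed over all genes. A lower depth of HC is excluded, since HC had 30806276 UMIs in the region and the deepest TN area 17250932. The median log2 ratio of the list to HC was 3.18 in TN1, 4.08 in TN2 and 2.77 in TN3, with an SD of 0.67. This argues against variation between capture areas of the size seen among the TN areas. It does not exclude such variation, since the ratios share the single HC area and the SD rests on 3 areas. A difference of the HC area alone, such as in dissection, cannot be told apart from the operation, since there was only 1 HC capture area. The HC area did differ in the tissue it held, with 26.6% of its spots in the blood and bone region against at most 8.29% of a TN area. An injury response to the compression of the root stays open beside it, as a hypothesis found and tested on the same data.

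The difference between TN and HC was itself different between the ganglion and the central myelin region for 3 of 13295 genes (edgeR, interaction term), with 751 at an unadjusted p under 0.05. DESeq2 called 3 as well. They are named here because they are all that passed, chosen after their values were seen. LOC100912228, named only by the symbol in the data, had a log2 difference of 5.87 (standard error 0.52, adjusted p = 0.00156 with edgeR). In TN it was at 36.0 ± 18.2 TMM-normalized CPM in the ganglion region and 8.94 ± 2.52 in the central myelin region (SD, n = 3 areas). In HC it was at 0.491 and 7.27, from 15 and 35 UMIs. Reads shared with related genes were not examined for it. Stac2 had a log2 difference of 3.08 (standard error 0.31, adjusted p = 0.00344 with edgeR) and Gal, which is also on the nerve injury list, 3.41 (standard error 0.40, adjusted p = 0.00896 with edgeR). Without TN2 no gene passed (0), without TN1 112 did and without TN3 264 did, and these calls held all 3 genes except without TN2.

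A candidate explanation is a higher level of these genes in the central myelin than in the ganglion spots of HC. In HC the smallest log2 ratio of the central myelin to the ganglion region was 1.71 over the 3 genes. The test ran on the genes that had been called, so it cannot decide, and this explanation and a response confined more to the ganglion cannot be told apart. The nerve injury list as a whole was also higher in the central myelin region. Of its 11 genes 6 were tested there, with a median log2 fold change of 3.59. Of these, 5 were higher in all 3 TN areas, and 0 passed over all genes with edgeR. The single HC area is a limit here too. With integrated capture areas 2 of the 3 genes were among the calls, and with no filter on low counts 78 genes passed.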

How the results depend on the processing

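Cluster 1 alone as the ganglion region was chosen after seeing the data.

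The counts of genes past the adjusted threshold with edgeR were 0 over all spots, 0 in the ganglion region, 0 in the central myelin region and 3 for the interaction. They were unchanged with DESeq2 size factors, with mitochondrial, ribosomal protein and hemoglobin genes left out, with spots of at least 500 genes and 1000 UMIs, with 12 clusters and with integrated capture areas. DESeq2 gave 164, 132 and 3 for the first 3 comparisons and left the interaction at 3. Without the filter on low counts, 3 genes passed in the ganglion region, 1 in the central myelin region and 78 for the interaction. Log-normalised counts gave 5 in the ganglion region and 12 for the interaction, 8 clusters gave 28 for the interaction, and cluster 1 alone gave 5. With a TN area left out, the counts ranged from 0 to 2171 over all spots, 0 to 850 in the ganglion region, 0 to 160 in the central myelin region and 0 to 264 for the interaction. The highest counts came without TN1, except for the interaction, where they came without TN3 and where leaving out TN2 gave 0. Without TN2, 8 genes passed in the ganglion region. The cause of the other changes was not tested.

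The adjusted p of the Table S4 Up genes over 4 sets, 0.0843 with all areas, lay between 1.99e-13 and 0.00983 with a TN area left out, and the direction reversed without TN1. Adjusted in the same way, the Down genes passed with camera (2.8e-15) and not with fry (0.358) or an estimated correlation (0.32), Network 3 passed with camera (7.2e-11) and not with fry (0.403) or an estimated correlation (0.577), and Network 6 passed with camera (9.04e-20) and not with fry (0.146) or an estimated correlation (0.164). Why was not tested.

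Of the 56 genes named for TN against HC in the ganglion region and 22 in the central myelin region, all kept their direction with DESeq2 size factors. With no filter, Sema5a in the central myelin region went from 0.02 to -0.003. With a TN area left out, the log2 fold change reversed for Insig1 (-0.12 to 0.37), Nrg2 (-0.22 to 0.23), Sema4c (-0.32 to 0.19) and Idi1 (-0.20 to 0.038) in the ganglion region, and for Atp2b2 (-0.38 to 0.93), Cabp1 (-0.77 to 0.50), Pcp4 (-0.46 to 0.49), Vsnl1 (-0.10 to 1.12), Sema5a (-0.15 to 0.18) and Plxnb3 (-0.22 to 0.019) in the central myelin region. The reversal came without TN1, except for Idi1 (without TN2) and for Sema5a and Plxnb3 (without TN3). Another 38 values passed the threshold with an area left out in the ganglion region and 2 in the central myelin region, in the same direction. The median of the nerve injury list moved with cluster 1 alone, to 4.02, and by less than its spread under the other alternatives. The cause was not tested.

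Thinning to 2000 UMIs reversed the TN minus HC difference in the share of spots with a UMI in the central myelin region, in percentage points: from -13.9 to 2.90 for Sema5a, from -21.2 to 2.97 for Plxnb3 and from -12.7 to 0.947 for both genes. HC had the deeper sums there. Of 28 shares of spots per region and area, 27 stayed within their interval without the genes that separate the conditions, 21 with 12 clusters, 12 with 8 clusters, 12 with log-normalised counts and 7 with integrated areas.

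The peripheral myelin region had 9 spots in TN2 and was not tested with the 10 clusters, nor were the alternatives that use them. With 8 clusters edgeR called 0 of 10155 genes there, with 1640 at an unadjusted p under 0.05, and with integrated areas 448 of 11303, 41 higher and 407 lower. Clusters do not enter the sums over all spots. No paired analysis was possible because the HC area joins tissue of 2 animals that the barcodes do not tell apart. The lone HC area was never left out, and it is assumed to vary like the TN areas. Depth limits genes such as A2m, with at most 7 UMIs in the ganglion region of any area.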

Differences from the paper's values

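The counts of genes and the fold changes here come from tests and alternatives set before the data were examined, apart from cluster 1 alone as the ganglion region. The tallies against Tables S2 and S4 and of pairs across regions, the multiplier in Table S4 and the highest regions of the paper's cluster genes were not part of that plan. The paper's tests took spots as replicates and compared its own clusters, whereas the tests here took capture areas and all spots of a region, so the groups here are wider.

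The paper's average number of genes is 17187, and the mean number of genes with a UMI per spot was 4037 ± 1811 (SD over spots). No alternative bears on this value. In Table S4 the adjusted p divided by the p is between 17186.9 and 17187.1, so that the same number recurs as the multiplier of the p.

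In the ganglion the paper's reported numbers are 674 genes higher and 1085 lower in TN, against 0 and 0 past the adjusted threshold with edgeR here. The thresholds differ, since the paper gives its numbers with a cut on fold change and a P not called adjusted there. No cut on fold change was used here. At the same threshold on the unadjusted p, edgeR gave 614 genes higher and 680 lower. The alternatives that follow were counted on the adjusted p. Of the 12 alternatives, leaving out TN1 gave 547 higher, within 1.5 times of the paper's number, and 303 lower, which is not. The other 11 differ for both, and DESeq2 gave 103 and 29. Among the genes named in the text, the part of the paper's Table S2 read here lists the following as higher in TN. DESeq2 called Atf3, Gadd45a, Lyz2 and Spp1 higher. Without TN1, edgeR called these with Bgn, C1qb, Emp1, Erbb3, Fn1, Ifitm1, Igfbp7, Jun, Lrp1 and Mdk. It called Atf3 without TN2, with log-normalised counts and with cluster 1 alone, the last chosen after seeing the values. In the myelin sheath the paper's number is 106 genes, again with a cut on fold change, against 0 past the adjusted threshold here. On the unadjusted p, without such a cut, edgeR gave 300 genes. On the adjusted p all 12 alternatives differ from the paper's number, and the highest is 160 without TN1. Of these 160 genes, 6 are in Table S4, and 0 of the 6 have the sign given there. DESeq2 gave 3 genes in the myelin, none (0) of them in Table S4.

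For single genes in the myelin, the log2 fold changes of Table S4, which are the paper's, were compared with those in the central myelin region for 14 genes. Of these, 6 did not differ (Slc48a1, S100b, Atp2b2, Cabp1, Pcp4 and Vsnl1) and 8 did. Of the 6, Atp2b2, Cabp1, Pcp4 and Vsnl1 did differ without TN1, where their sign turned (-0.376, -0.769, -0.455 and -0.103). Slc48a1 differed under 2 of the 12 alternatives (8 clusters and log-normalised counts) and S100b under 0. The paper's value is -0.71 for Myrf (here -0.45), -0.69 for Mag (-0.51), -0.59 for Mog (-0.26), -0.76 for Tf (-0.49), -0.90 for Fth1 (-0.53), -0.60 for S100a1 (-0.32) and -0.72 for Rasgrp3 (-0.44). These differ by more than the SD between TN areas, with the same sign. For Mag, the value without TN3 and with integrated capture areas lies within the SD, and for Fth1 the value without TN3. For Myrf, Mog, Tf, S100a1 and Rasgrp3 all 12 alternatives differ, and the sign for Mog turned with 8 clusters (0.039) and with log-normalised counts (0.218). For Hpcal1 the paper's value is 0.60 and the value here -0.51, and all 12 alternatives differ, between -1.40 and -0.19.

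Beyond these values, the paper describes Clusters 3 and 7, with genes such as Mobp, Mog and Mlc1, as myelin sheath Schwann cells. Here 8 of the 10 genes that it names were highest in the central myelin or astrocyte region and 0 in the peripheral myelin region. The paper places Cluster 5 mainly in TN1 and HC and finds it rare in TN2 and TN3. The blood and bone region, where all 8 genes of Cluster 5 were highest, held 8.29% of the spots of TN3 and 4.73% of TN1, next to 26.6% of HC and 1.51% of TN2. With log-normalised counts before clustering it held 3.78% of TN1, 0.417% of TN3, 0% of TN2 and 22.4% of HC. The paper lists 13 pairs between ganglion and myelin in HC alone. With the first gene in the ganglion and the second in the central myelin region, 2 of the 13 had both genes lower in all 3 TN areas. Of these pairs, Spp1 and Cd44 were higher in all 3 TN areas in both regions, and the paper's Table S2 also lists Spp1 as higher in TN. For Pdgfb with Lrp1, Pdgfb was higher in all 3 TN areas in the ganglion region (log2 fold change 0.48) and Lrp1 in 2 of 3 in the central myelin region (0.45). Within the ganglion, where the paper lists this pair in TN alone, both genes were higher in all 3 TN areas. The paper describes Sema5a and Plxnb3 as a pair found mainly in TN. Sema5a was lower in all 3 TN areas in the ganglion region (log2 fold change -0.42), while Plxnb3 was higher in 2 of 3 (0.45), and after thinning 2.90% of the spots of TN and 1.198% of HC had both genes.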

Other observations

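The tests on Schwann cell myelin and on blood, bone and pituitary tissue were chosen only after the result was seen.

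The genes that the paper names for Clusters 3 and 7 were highest in the central myelin and astrocyte regions. Schwann cell myelin in these spots would make their summed share rise with the share of the genes of the peripheral myelin list. Over the spots of each area, Spearman's rho between these shares was -0.797 in TN1, -0.725 in TN2, -0.587 in TN3 and -0.740 in HC. With the 6 genes of the central myelin list that are not among the 10, rho was between 0.590 and 0.713, and with the 4 such astrocyte genes between 0.701 and 0.802. This test replaced a first idea, a comparison of the list between the named regions, which was not run because the list names those regions. Spots are not independent replicates, so no p is given. These values argue against Schwann cells as the main source of these genes and are consistent with central myelin and astrocytes, as a hypothesis.

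The Up genes of Table S4 lean towards neurons. Neuronal RNA in the spots compared is a candidate explanation, and within TN1 and TN2 these genes were higher in the central neuron than in the central myelin region, with median log2 ratios of 0.90 and 2.06 and 41 and 43 of the 48 genes higher. RNA of the pons in the myelin spots stays open. It would raise the Up genes in TN1 and TN2, which hold pons spots, and their median log2 ratio to HC was 0.95 in TN1 but -0.10 in TN2, next to -0.88 in TN3. In the central myelin region the 5 genes of the central neuron list were above HC in TN1 and TN2. In TN3 they were at 0.753 TMM-normalized CPM or less. RNA of the pons would give this. Some genes of the sensory neuron list were above HC in TN1 alone in this region. In TN1, TN2, TN3 and HC, P2rx3 was at 108, 35.2, 27.9 and 63.9 TMM-normalized CPM, and Scn11a at 45.1, 5.97, 15.1 and 32.7. Calca and Tac1 were instead below HC in all 3 TN areas. Neuronal RNA of the ganglion therefore stays open beside RNA of the pons. With 3 areas none of these patterns can be told apart from other differences between the areas.

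The states within TN of Table S3 may follow the capture area, since 97.5% of the Up genes were lowest in TN1. An animal and its capture area are the same unit here, so a state of disease in that animal stays open as well.

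The respiratory chain genes that the paper finds lower in the TN ganglion were also lower in nerve fibre tissue than in neuron cell bodies, with a median log2 ratio of the peripheral myelin region to cluster 1 of -0.73 in TN1, -0.64 in TN3 and -0.45 in HC. A larger share of nerve fibre in place of neuron cell bodies in the TN spots is therefore a candidate explanation. Within cluster 1 alone, chosen after seeing the data, the respiratory chain genes had a median log2 fold change of -0.01 between TN and HC. Of the 86 genes, 39 were higher. Some spots hold several cell types, so this does not separate a change within neurons, which was not tested by itself.

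Leaving out TN1 raised the number of genes called over all spots to 2171. A lower depth of TN1 is not the cause: with TN2, TN3 and HC thinned to the UMIs of TN1, 98.8% of these genes were still called. The number called rose to 3171 with this thinning, for a reason that was not tested. No biological explanation was tested.

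The genes of Cluster 5 led the blood and bone region. Blood, bone marrow and bone tissue in these spots may be their source, since of the 9 markers tested at least 8 were highest in that region in each of TN1, TN3 and HC. The list names the region, so this cannot decide. Pituitary tissue alone would give the Cluster 5 genes no more UMIs per UMI of the pituitary list there than in the central myelin region, which also holds pituitary RNA. The ratio was 4.93 in TN1, 0.877 in TN3 and 2.40 in HC, against 0.757, 0.454 and 0.720 in the central myelin region of the same areas, or at least 1.93 times as high. In the unnamed cluster 3 of TN2, with 670 CPM of the pituitary list, next to 115 to 904 in the blood and bone region, the ratio was 0.073, and in TN3 it was 0.588. Other regions of the same areas came closer to the blood and bone region. The ratio was 4.36 in the peripheral myelin region of TN1. In the connective tissue region of TN3 it was 0.78, and in the ganglion region of HC 1.97. The comparisons with the central myelin region and cluster 3 argue against pituitary tissue alone. Those with these other regions are too close to decide, and a part of pituitary tissue in these spots stays open.

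The marker lists moved as follows in the ganglion region, as median log2 fold changes of TN against HC: sensory neuron -0.44, peripheral myelin -0.30, central myelin -0.90, astrocyte -0.74, central neuron 2.70, connective tissue 1.24, macrophage 2.12, blood and bone -1.02, pituitary 0.21 and nerve injury 4.76 with the lower bounds. Macrophage genes (Cd68, Lyz2, Cd74, C1qa, C1qb and C1qc) were higher in all 3 TN areas for 6 of 6 genes, and 6 of 6 passed when adjusted over the list alone and 0 over all genes with edgeR. In the central myelin region the central neuron list had a median of 3.99 with the genes at 0 UMIs in HC at their bound, and 2 of its 5 genes were higher in all 3 TN areas. This rise rested on TN1 and TN2, since all 5 genes were at 0.753 TMM-normalized CPM or less in TN3. In TN1, TN2, TN3 and HC, Gad1 was at 11.8, 7.96, 0 and 0, and Kcnc1 at 19.1, 17.9, 0.753 and 0.774.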
